# CWF19L1 promotes T-cell cytotoxicity through the regulation of alternative splicing

**DOI:** 10.1016/j.jbc.2024.107982

**Published:** 2024-11-13

**Authors:** Yuqi Zhang, Jingjing Yi, Gaigai Wei, Tingrong Ren, Haiping Zhao, Huiling Zhang, Hui Yang, Duanwu Zhang

**Keywords:** CWF19L1, splicing, splicing factor, alternative splicing, spliceosome, snRNP, t cell, cytotoxicity, cytokine, antitumor immunity

## Abstract

Effective cancer immunotherapy relies on enhancing the host's immune response, particularly by boosting T cell-mediated cytotoxicity against tumor cells. In this study, we identify CWF19-like cell cycle control factor 1 (CWF19L1) as a novel splicing regulator that enhances T cell-mediated cytotoxicity. CWF19L1 interacts prominently with key splicing factors within the nucleus, including components of the U5 small nuclear ribonucleoprotein and the pre-mRNA processing factor 19 (PRPF19) complex. Deficiency of CWF19L1 disrupts alternative splicing of immune-related genes, resulting in diminished expression of cytotoxic molecules. Furthermore, CWF19L1 plays a critical role in promoting T cell-mediated antitumor responses by upregulating the expression of effector cytokines. Our findings unveil previously undocumented functions of CWF19L1 in alternative splicing and its involvement in the regulation of antitumor immunity, highlighting its potential as a therapeutic target for novel cancer immunotherapies.

Pre-mRNA splicing, catalyzed by the spliceosome, represents a pivotal process in gene expression regulation. Following transcription from DNA, pre-mRNA undergoes splicing to remove introns, generating mature mRNA that directs protein synthesis during translation (1, 2). Alternative splicing further diversifies mRNA transcripts, enabling the translation of a single gene into multiple protein isoforms with distinct functions (3). The spliceosome is a dynamic ribonucleoprotein complex composed of U1, U2, U5, and U4/U6 snRNPs, assembled through interactions with small nuclear RNAs (4). The spliceosome undergoes extensive conformational changes facilitated by *trans*-acting proteins and DEAx/H-box adenosine triphosphatases (5). Recent studies highlight the critical roles of spliceosome components such as polyglutamine binding protein 1 (PQBP1), CD2 cytoplasmic tail binding protein 2 (CD2BP2), and small nuclear ribonucleoprotein U5 subunit 200 (SNRNP200) in normal immune responses, underscoring the interplay between splicing and immunity (6, 7, 8, 9, 10, 11).

Cytotoxicity, or cell-mediated killing, encompasses mechanisms whereby immune cells eliminate target cells. It is categorized into basic (level I) cytotoxicity mediated by macrophages and inducible (level II) cytotoxicity requiring specific activation (12). Level I involves M1 macrophages activated by interferon-γ and microbial products, and neutrophils exerting cytotoxic effects *via* oxygen radicals. Level II includes cytotoxic lymphocytes (CTLs), natural killer (NK) cells, and antibody-dependent cell-mediated cytotoxicity (13). These cells use various mechanisms such as perforin-granzyme release and death receptor-mediated apoptosis to eliminate target cells, crucial for antitumor immunity in the tumor microenvironment (14, 15, 16, 17).

CWF19L1, initially identified as a hereditary ataxia-related molecule, has recently garnered attention for its effects in cancer (18, 19, 20, 21, 22, 23, 24). In kidney renal clear-cell carcinoma, CWF19L1 may enhance cancer progression by increasing gene expression through RNA editing sites in the 3′ UTR and promoting tumor cell proliferation (25). Conversely, in glioblastoma, CWF19L1 has been identified as a favorable prognostic factor due to its role in inhibiting the transition from the G1 phase to the S phase of the cell cycle (26). These findings highlight CWF19L1′s diverse roles in cancer biology and its potential as a therapeutic target in cancer treatment. In addition to its association with hereditary ataxia and tumor cell proliferation, CWF19L1 is also implicated in mRNA processing, although its precise role in splicing remains unclear (27).

In this study, we reveal CWF19L1 as a novel splicing factor that regulates global alternative splicing and enhances CD8+ T cell-mediated cytotoxicity. We demonstrate interactions between CWF19L1 and key spliceosomal proteins, including elements of U5 snRNP and the pre-mRNA processing factor 19 (PRPF19) complex. Furthermore, CWF19L1 influences immune-related gene splicing, impacting the expression of cytotoxic molecules and effector cytokines. Our findings suggest CWF19L1 as a potential therapeutic target in cancer immunotherapy.

## Results

### CWF19L1 interacts with the U5 snRNP and the PRPF19 complex

According to the BioPlex interactome and STRING protein-protein interaction networks, CWF19L1 is predicted to be part of spliceosome complex (Fig. S1, *A*−*C*). Using coimmunoprecipitation combined with mass spectrometry, we identified dozens of splicing factors and regulators that interacted with CWF19L1 (Fig. 1, *A* and *B*). Consistently, Gene Ontology (GO) analysis of CWF19L1-interacting candidates showed that most of these proteins were involved in protein folding and mRNA splicing (Fig. 1*C* and Fig. S1*D*). The follow-up immunoblot analysis verified the interactions between CWF19L1 and spliceosome components, including U5 snRNP proteins (EFTUD2 and SNRNP40) and core subunits of the PRPF19 complex (PRPF19, CDC5L, and PQBP1). In contrast, interactions between CWF19L1 and U4/U6-specific proteins (PPIH and PRPF31) were hard to detect (Fig. 1*D*). Endogenous immunoprecipitation confirmed the interactions between CWF19L1 and the U5 snRNP and the PRPF19 complex (Fig. 1*E*). To define the structural domain in CWF19L1 responsible for its interaction with the spliceosome, we designed and used the truncated mutants of CWF19L1 based on the predictions from the AlphaFold (https://alphafold.ebi.ac.uk/) (Fig. 1*F*). Deletion of the middle domain (amino acids 329−423) did not affect the interaction of CWF19L1 with spliceosomal proteins. However, deletion of the amino terminus (amino acids 1−267) or the carboxy terminus (amino acids 440 − 538) destabilized CWF19L1 protein and dissipated the interactions (Fig. 1*G*). These results indicate that both the amino terminal and carboxy terminal regions of CWF19L1 are essential for its stability and its interaction with the spliceosome. Notably, CWF19L1 was mainly localized to the nucleoplasm, which harbors abundant spliceosomal proteins. However, colocalization of CWF19L1 and specific nuclear substructures such as Cajal body, nuclear speckle, nucleoli, promyelocytic leukemia-nuclear body, and paraspeckle were not detected (Fig. S2). Collectively, these findings suggest that CWF19L1 participates in mRNA splicing *via* interactions with spliceosomal complexes, in especial with U5 snRNP and the PRPF19 complex.

**Figure 1:**
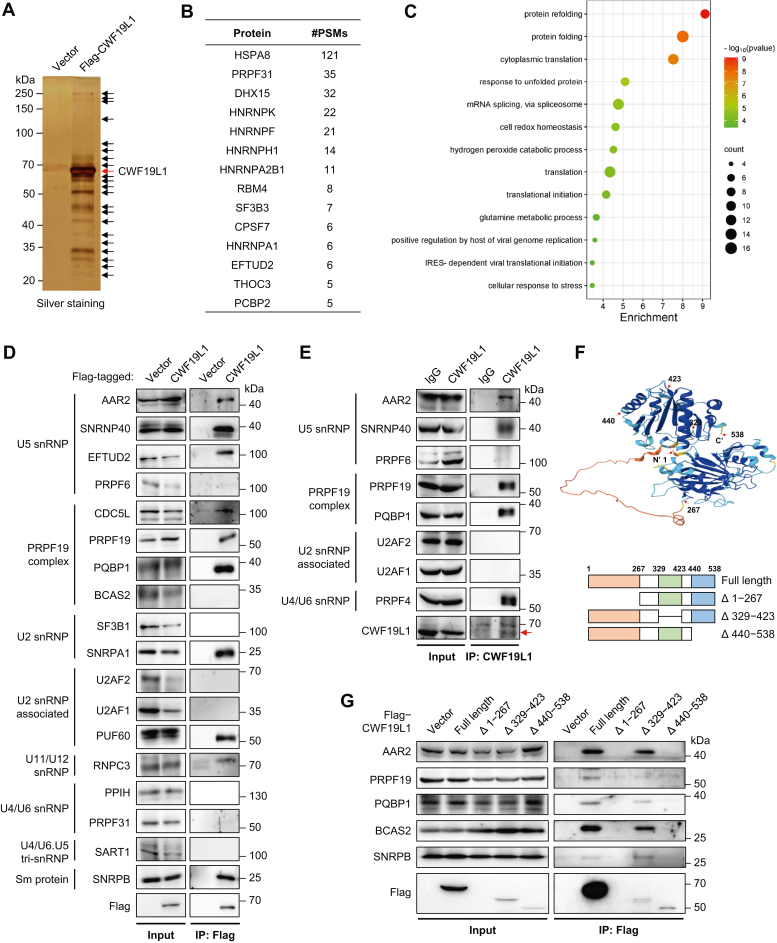
**CWF19L1 interacts with the components of spliceosomal complexes**. *A*, HEK293T cells were transfected with Flag vector or Flag-tagged CWF19L1. Cell lysates were immunoprecipitated using anti-Flag M2 beads and the bound proteins were analyzed by silver staining and mass spectrometry (LC-MS). *B*, the top splicing-related proteins interacting with CWF19L1 revealed by the Co-IP/MS. A comprehensive list of CWF19L1-interacting candidates is provided in Dataset S1. *C*, enrichment analysis of CWF19L1-associated proteins identified in the Co-IP/MS experiment. *D*, HEK293T cells were transfected with Flag vector or Flag-tagged CWF19L1. Cell lysates were immunoprecipitated using anti-Flag M2 beads and the bound endogenous proteins were analyzed by Western blot using the indicated antibodies. *E*, endogenous immunoprecipitation: A549 cell lysates were immunoprecipitated using IgG or anti-CWF19L1 antibody and analyzed by Western blot for the indicated proteins. The *red arrow* indicates the fraction of CWF19L1. *F*, CWF19L1 truncated mutants were designed and generated based on the AlphaFold prediction. Groups of α-helixes, β-sheets, and disordered regions were assigned into different mutants. *G*, HEK293T cells were transfected with Flag vector, Flag-tagged CWF19L1 or CWF19L1 truncated mutants. Cell lysates were immunoprecipitated using anti-Flag M2 beads and analyzed by Western blot with the indicated antibodies. IgG, immunoglobulin G.

### CWF19L1 deficiency results in global splicing abnormalities

To examine the potential role of CWF19L1 in mRNA splicing, we transiently transfected an E1A reporter plasmid as a minigene into control and *CWF19L1*-depleted HEK293T cell lines (Fig. 2*A* and Fig. S3*A*). As expected, CWF19L1 deficiency altered the splicing pattern of E1A minigene, in particular inhibiting selection of the most distal 5′ splice site, leading to a decline of 9S isoform and an increase of 13S isoform (Fig. 2*B*). 

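RNA was taken from Jurkat cells, an established line of human leukemic T cells, that expressed either a nontargeting control hairpin (shCtrl) or a hairpin against CWF19L1 (shCWF19L1), with 2 libraries in each group. CWF19L1 itself (ENSG00000095485, chromosome 10 of hg38, 100232298 to 100267680, minus strand) had 1529 and 1395 counts in the shCtrl libraries. It had 392 and 377 counts in the shCWF19L1 libraries. Its level fell from 82.4 ± 1.97 CPM (counts scaled to the size of the library; SD, n = 2) in shCtrl cells to 22.1 ± 1.05 CPM (SD, n = 2) in shCWF19L1 cells. This is a log2 fold change of -1.90 (standard error 0.064, adjusted p = 1.05e-29 from edgeR's quasi-likelihood test). RNAs encoded in the mitochondrial genome took 2.52% and 2.54% of the counts in the shCtrl libraries and 3.99% and 3.74% in the shCWF19L1 libraries. The libraries were made from poly(A) RNA and sequenced from both ends with reads of 150 bases. The authors trimmed the reads with Cutadapt 1.9.1 and aligned them to hg38 with Hisat2 2.2.1. They counted them per gene with HTSeq 0.6.1 and called splicing events with rMATS 4.1.0. The deposited counts sum to 18466699 and 17447027 in the shCtrl libraries and to 17044825 and 17465178 in the shCWF19L1 libraries. Genes were compared here with edgeR's quasi-likelihood test after TMM normalization, over the 15195 genes with enough counts, with Benjamini-Hochberg adjustment. For each splicing event, the reads on the inclusion form and on the skipping form of each library were compared between the groups with the same kind of test. This covered events with at least 10 such reads in every library. In 59323 of the 141518 deposited events, the comma between the counts of the 2 libraries of a group was missing from at least 1 cell. The 6207 events (4.39%) whose counts a fixed rule could not restore were left out. Nothing in the sources used here says that the libraries of a group came from separate cultures. The p-values then measure only the spread between these samples, which may be technical.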

To gain further insight into CWF19L1-regulated alternative splicing events, we performed RNA sequencing (RNA-seq) on *CWF19L1*-depleted and control Jurkat cells. Over 2000 alternative splicing abnormalities caused by CWF19L1 deficiency were identified, including skipped exons (SEs), retained introns (RIs), alternative 5′ splice sites (A5SSs), alternative 3′ splice sites (A3SSs), and mutually exclusive exons, among which the most frequently occurring were SEs (Fig. 2, *C* and *D*, and Dataset S2). 

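Reads were sufficient to test 102520 events in Jurkat cells. Of these, 51385 were SEs, 8820 RIs, 13920 A5SSs, 21025 A3SSs and 7370 mutually exclusive exons. No event differed between shCtrl and shCWF19L1 cells at an adjusted p of 0.05 or less in edgeR's quasi-likelihood test with adjustment within each type. An unadjusted p of 0.05 or less was found for 1171 events (1.14%), and a quasi-Poisson form of the test, chosen after the tests on simulated data, called 29. This share is far below what chance alone would give, so the test over all events is conservative and its 0 calls say little. With at least 10 and 40 reads of the rarer form, restrictions chosen after seeing the data, the share was 6.11% and 9.40%. The deposited rMATS p-values, adjusted over the same events, gave 1196 events. Of these, 684 were SEs, 222 RIs, 105 A5SSs, 167 A3SSs and 18 mutually exclusive exons. In the authors' deposited table, 2866 of all 141518 events had an FDR of 0.05 or less. Of these, 1487 were SEs, 463 RIs, 314 A5SSs, 431 A3SSs and 171 mutually exclusive exons. Of the 2825 of these whose counts could be read, 1287 (45.6%) had fewer than 10 reads in at least 1 library.

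Among the 13940 events with at least 40 reads of the rarer form over the 4 libraries, a restriction chosen after seeing the data, the edgeR test called 62 events. The events named next were picked from these after their values were seen. An exon of RBM48, a component of the minor spliceosome (chromosome 7 of hg38, 92536434 to 92536474), was included in 4.36% ± 0.148 (SD, n = 2) of transcripts in shCtrl cells. In shCWF19L1 cells it was included in 30.5% ± 2.05 (SD, n = 2), with an adjusted p of 4.53e-06 from edgeR. Inclusion of an exon of LEF1, a transcription factor of T cells (chromosome 4, 108063623 to 108063679), fell from 58.8% ± 0.978 (SD, n = 2) to 41.0% ± 0.181 (SD, n = 2). SEs were also simulated with the spread of these libraries. Changes were placed only in events with at least 50 reads in every library and with neither form rare. The test over all events recovered 58 of 61 such events with an 8-fold change in the odds of inclusion. It recovered 44 of 72 with a 4-fold change and 4 of 67 with a 2-fold change. Under a beta-binomial spread, assumed earlier, it recovered 27, 4 and 0 of the same events. The RBM48 exon had at least 89 reads in every library and was not called by the test over all events. Its included form was rare in shCtrl cells, unlike in the simulated events, so this does not check the recovery. Whether the simulated recovery holds for the real events stays open.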

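Inclusion was lower in shCWF19L1 cells than in shCtrl cells in 41.7% (exact binomial 95% confidence interval 38.9 to 44.6) of the 1196 events called from the deposited rMATS p-values over the events tested. This share was 37.0% for the 684 SEs, 47.7% for the 222 RIs, 43.8% for the 105 A5SSs, 49.1% for the 167 A3SSs and 66.7% for the 18 mutually exclusive exons. For mutually exclusive exons, inclusion is the share of a single exon of the pair against the other. Which exon is meant was not established here, so a direction for that type says little. Over all 102412 tested events with any difference in mean inclusion, called or not, the share with lower inclusion in shCWF19L1 cells was 47.7% (47.4 to 48.0). It was 45.8% for SEs. In the authors' deposited table the difference is inclusion in shCtrl cells minus inclusion in shCWF19L1 cells. A negative value thus means higher inclusion in shCWF19L1 cells. Among events with an FDR of 0.05 or less in that deposited table, the difference was negative for 62.5% of the SEs, 51.0% of the RIs, 50.3% of the A5SSs, 54.5% of the A3SSs and 50.9% of the mutually exclusive exons. No share could be given for the edgeR test as set, since it called 0 events. Settings chosen later gave 30.6% (19.6 to 43.7) of the 62 events called with at least 40 reads of the rarer form and 51.7% (32.5 to 70.6) of the 29 called with quasi-Poisson. Events of a gene are not independent, so the intervals cover counting only.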

Subsequent analysis revealed a predominance of negative regulation of alternative splicing events in response to CWF19L1 deficiency, as indicated by inclusion levels alterations (Fig. 2*E*). Collectively, these findings underscore that CWF19L1 deficiency induces extensive alterations in the global splicing landscape.

**Figure 2:**
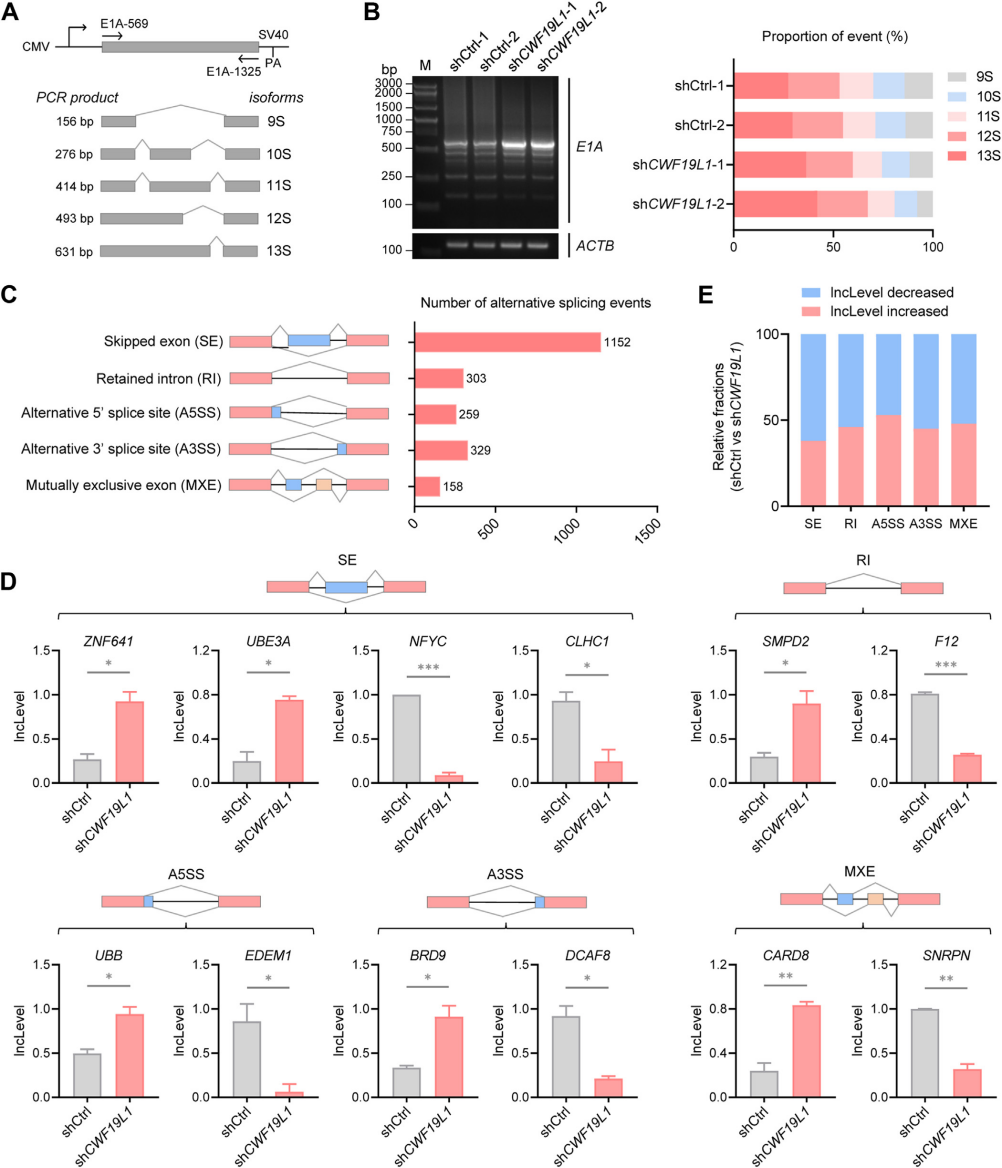
**CWF19L1 deficiency leads to alternative splicing defects**. *A*, diagram of the E1A reporter minigene (pCMV-E1A) illustrating the alternative splicing events that produce 13S, 12S, 11S, 10S, and 9S transcripts. The positions of primers used for RT−PCR analysis are indicated. *B*, RT−PCR analysis of E1A minigene. HEK293T cells infected with lentivirus encoding short-hairpin RNA (shRNA) against *CWF19L1* (sh*CWF19L1*) or nontargeting control shRNA (shCtrl). A representative gel analysis (*left*) and quantification of each splicing isoform by ImageJ from three independent biological replicates (*right*) are shown. *C*, number of alternative splicing events in CWF19L1-depleted Jurkat cells, revealed by RNA-seq. *D*, representative of various types of alternative splicing in CWF19L1-depleted Jurkat cells compared to control Jurkat cells. *p* values were calculated using an unpaired Student′s *t* test. Data are presented as mean ± SD (∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001). *E*, relative proportions of increased and decreased inclusion levels induced by CWF19L1 deficiency in Jurkat cells.

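ZNF641 encodes a zinc finger protein. Inclusion of its exon on chromosome 12 of hg38 (48345345 to 48345474) was 26.8% ± 6.06 (SD, n = 2) in shCtrl cells and 92.3% ± 10.8 (SD, n = 2) in shCWF19L1 cells. It had 17 to 34 reads per library. The intron of SMPD2, a sphingomyelinase gene, on chromosome 6 (109442571 to 109442884) was retained in 30.1% ± 4.60 (SD, n = 2) of transcripts in shCtrl cells. In shCWF19L1 cells it was retained in 90.1% ± 14.1 (SD, n = 2), with 15 to 25 reads per library. An exon of NFYC, a subunit of the transcription factor NF-Y (chromosome 1, 40758124 to 40758451), was included in 100% ± 0 (SD, n = 2) and 57.3% ± 5.13 (SD, n = 2), with 24 to 36 reads. For the mutually exclusive exons of CARD8, an inflammasome gene on chromosome 19 (48242540 to 48242644 and 48246075 to 48246381), inclusion was 38.0% ± 20.8 (SD, n = 2) and 85.0% ± 6.10 (SD, n = 2), with 16 to 18 reads. That level is the share of a single exon of the pair, and which exon was not established here. The exon of UBE3A, a ubiquitin ligase, with the smallest deposited p-value (chromosome 15, 25409088 to 25409207) was included in 98.5% ± 2.15 (SD, n = 2) and 89.3% ± 0.489 (SD, n = 2), with 93 to 117 reads. Another UBE3A exon, whose inclusion was 20.3% in shCtrl and 75.6% in shCWF19L1 cells, had as few as 5 reads in a library and could not be tested. For each of the 12 genes the event of its type with the smallest deposited p was taken, which need not be the one drawn. Of these events, the 5 above had at least 10 reads in every library and could be tested. None passed in the test over all events, which is conservative, with adjusted p-values of 0.859 to 0.927 from edgeR. The unadjusted p-values from edgeR were 0.0027 for ZNF641, 0.0138 for SMPD2, 0.0183 for NFYC, 0.03 for CARD8 and 0.0959 for UBE3A. The other 7 events, in CLHC1, F12, UBB, EDEM1, BRD9, DCAF8 and SNRPN, had fewer than 10 reads in at least 1 library. Among them, the exon of CLHC1 was included in 93.2% ± 9.66 (SD, n = 2) in shCtrl cells, from 7 to 13 reads. In shCWF19L1 cells it was included in 24.7% ± 13.8 (SD, n = 2), from 2 to 4 reads.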

### CWF19L1 deficiency causes widespread alterations in gene expression

We further investigated the impact of CWF19L1 deficiency on the transcriptome. The transcriptome profiling revealed misexpression of 405 genes among which 185 genes were upregulated while 220 genes were downregulated (Fig. 3, *A*−*C*, and Dataset S3). 

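Transcripts of 300 genes were at least 2-fold higher and those of 282 genes at least 2-fold lower in shCWF19L1 cells at an adjusted p of 0.05 or less. This makes 582 genes in all. Among genes with a mean of at least 5 CPM, the largest rise was in CALB2, a calcium-binding protein. It went from 1.26 ± 0.307 CPM (SD, n = 2) to 9.04 ± 0.0599 CPM (SD, n = 2), a log2 fold change of 2.83 (standard error 0.22). CTTN, which encodes the actin-binding protein cortactin, rose by 1.67 and SLC2A3, a glucose transporter, by 1.36 on the log2 scale. MED12, a subunit of the Mediator complex, fell from 107 ± 2.68 CPM (SD, n = 2) to 28.4 ± 1.3 CPM (SD, n = 2). GPAT3, an enzyme of glycerolipid synthesis, had a log2 fold change of -1.76. The adjusted p-values of these genes from edgeR were 9.64e-32 for MED12, 3.47e-18 for SLC2A3, 1.57e-16 for CTTN, 1.38e-16 for GPAT3 and 6.80e-16 for CALB2.

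With no minimum fold change, 6557 of the 15195 genes tested passed, 3178 higher and 3379 lower, with a median absolute log2 fold change of 0.34. Of the 582 genes, 216 had a mean under 1 CPM (128 higher, 88 lower), 233 had 1 to 5 CPM (130 higher, 103 lower) and 133 had 5 CPM or more (42 higher, 91 lower). DESeq2 on the same counts called 310 genes at least 2-fold (135 higher, 175 lower), and edgeR called 220 (92 higher, 128 lower) when genes needed at least 1 CPM in all 4 libraries.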

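Of the 174 tested genes annotated to cell adhesion, 15 changed at least 2-fold, 6 higher and 9 lower in shCWF19L1 cells. This is an odds ratio of 3.43 (95% confidence interval 1.85 to 5.92, adjusted p = 0.00247 from a one-sided Fisher's exact test). The lower genes include CD72, a C-type lectin of lymphocytes, at a log2 fold change of -1.50 (standard error 0.14), and the higher ones include MFAP4, an extracellular matrix protein, at 1.39 (standard error 0.12). For cell differentiation, 16 of 307 genes changed at least 2-fold, 5 higher and 11 lower (odds ratio 1.98, adjusted p = 0.0359 from Fisher's exact test). For the inflammatory response it was 8 of 107, 2 higher and 6 lower (odds ratio 2.88, adjusted p = 0.0348 from Fisher's exact test). IL17RE, an interleukin receptor, was at a log2 fold change of -1.55 (standard error 0.27). For the immune response it was 8 of 123, 0 higher and 8 lower (odds ratio 2.48, adjusted p = 0.0481 from Fisher's exact test). Among them, CTSW, a cathepsin of cytotoxic lymphocytes, was at -1.49 (standard error 0.16), and CST7, a cysteine protease inhibitor of the same cells, at -1.48 (standard error 0.25). Genes of Notch signaling were also enriched, with 7 of 52, 2 higher and 5 lower (odds ratio 5.55, adjusted p = 0.00678 from Fisher's exact test).

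The background was the 10516 tested genes with a biological process term in the authors' deposited annotation. With all tested genes as the background, or with each gene's mean count in a logistic regression, cell adhesion and Notch signaling passed and the other 3 terms did not. With no minimum fold change none of the 5 terms passed.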

GO enrichment analysis highlighted that these genes were significantly associated with processes such as cell adhesion, cell differentiation, inflammatory response, and immune response (Fig. 3*D* and Fig. S3*B*). Moreover, these genes are involved in pathways including transcriptional misregulation in cancer, cytokine-cytokine receptor interaction, NK cell-mediated cytotoxicity and Th1 and Th2 cell differentiation (Fig. 3*E*). 

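Of the 118 tested genes of cytokine-cytokine receptor interaction, 10 changed at least 2-fold, 1 higher and 9 lower in shCWF19L1 cells. The odds ratio was 3.12 (95% confidence interval 1.43 to 6.08, adjusted p = 0.0162 from a one-sided Fisher's exact test). Among the lower genes, IL2RB, the interleukin-2 receptor beta chain, fell from 2.50 ± 0.336 CPM (SD, n = 2) to 0.776 ± 0.0562 CPM (SD, n = 2). IL1R2, a decoy receptor for interleukin-1, had a log2 fold change of -1.81 (standard error 0.40). For NK cell-mediated cytotoxicity, 8 of 94 genes changed at least 2-fold, 2 higher and 6 lower (odds ratio 3.11, 1.29 to 6.53, adjusted p = 0.0277 from Fisher's exact test). These include CD244, a receptor of NK and T cells (log2 fold change -1.63, standard error 0.24). ITGAL, the alpha chain of the integrin LFA-1, is also among them and fell from 50.7 ± 1.59 CPM (SD, n = 2) to 18.8 ± 0.703 CPM (SD, n = 2). For Th1 and Th2 cell differentiation it was 7 of 85, 1 higher and 6 lower (odds ratio 2.99, adjusted p = 0.0359 from Fisher's exact test). The Notch coactivators MAML2 and MAML3 had log2 fold changes of -1.52 and -1.96 (standard errors 0.31 and 0.37). For transcriptional misregulation in cancer it was 17 of 325, 7 higher and 10 lower (odds ratio 1.87, adjusted p = 0.0411 from Fisher's exact test).

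The pathways follow the authors' deposited annotation. It places HEG1 and MMRN2, not known as cytokines or their receptors, in cytokine-cytokine receptor interaction. It also places MMRN2 in Th1 and Th2 cell differentiation and IGHV4-4 in NK cell-mediated cytotoxicity. The changed genes it places in transcriptional misregulation in cancer likewise include MMRN2 and IGHV4-4, and also BMP2K, OTUD4 and HTD2. With so few changed genes per pathway, such members could decide whether it passed. With all tested genes as the background, and with no minimum fold change, none of these 4 pathways passed. The mean count as a covariate ended the call of cytokine-cytokine receptor interaction and of transcriptional misregulation in cancer. DESeq2's calls ended those of NK cell-mediated cytotoxicity and of transcriptional misregulation in cancer.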

Intriguingly, analysis of gene expression patterns revealed that CWF19L1 was highly conserved across different species and prominently expressed in immune tissues including bone marrow, lymph node, thymus, and spleen (Figs. S4 and S5*A*). Additionally, CWF19L1 showed ubiquitous expression across most immune cells including T cells and NK cells (Fig. S5*B*). Thus, all these data indicate that CWF19L1 deficiency leads to transcriptome-wide changes in gene expression, particularly affecting immune-related genes.

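Of 34 genes of the T cell receptor and its proximal signaling, listed before the data were examined, 22 were lower and 1 was higher in shCWF19L1 cells, also when adjusted over the list alone. The constant region TRBC1 of the receptor's beta chain had a log2 fold change of -0.82 (standard error 0.030) and the adaptor SIT1 of -1.03 (standard error 0.071). The kinase ZAP70 was at -0.57 (standard error 0.043). TRBC1 may share reads with TRBC2, a near-identical copy. Of 22 Notch receptors, ligands, cofactors and targets, 14 were lower and 0 higher, also when adjusted over the list alone. MAML2, MAML3, HES1 and HEY2 among them are genes the study picked on these samples. Their fall, and their part in the set test below, is thus not independent evidence. HEY2 did not pass without shCWF19L1 replicate 2 and HES1 without shCtrl replicate 2, with adjusted p-values of 0.0695 and 0.0566 from edgeR. NOTCH3 was at -1.30 (standard error 0.056) and NOTCH1 at -0.85 (standard error 0.051). Of the 52 genes with a process annotation of Notch signaling 12 were lower and 12 higher, and of the 57 in the Notch pathway 20 were lower and 3 higher, in both also over the list alone. The set test camera of limma gave adjusted p-values of 0.78 for the first and 0.00246 for the second (adjusted p = 0.82 and adjusted p = 0.171 with an estimated correlation). It gave adjusted p-values of 7.42e-08 for the T cell receptor genes and 2.38e-07 for the 22 Notch genes. With an estimated correlation neither passed, with adjusted p = 0.186 for the T cell receptor genes and adjusted p = 0.161 for the 22 Notch genes. That setting rests on 2 libraries per group, and camera gave no list an adjusted p below 0.161 in it. Not passing it thus decides little.

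Of the 14 tested cytotoxic effectors and cytokines, 5 were lower and 3 higher (5 and 3 also when adjusted over the list alone). The list did not pass camera (adjusted p = 0.624 with the preset correlation and adjusted p = 0.683 with an estimated correlation). NKG7, a granule protein of cytotoxic lymphocytes, fell from 3.25 ± 0.492 CPM (SD, n = 2) to 0.834 ± 0.139 CPM (SD, n = 2). LAMP1, a lysosomal membrane protein, rose by 0.27 on the log2 scale (edgeR's adjusted p-values were 9.46e-07 and 1.52e-08). The killing effectors went both ways, with perforin (PRF1) at a log2 fold change of -0.75 and granzyme A (GZMA) at 0.89. Their adjusted p-values from edgeR were 0.000823 and 2.95e-05, and both were named after their values were seen. GZMB had 6 and 3 counts in the shCtrl libraries and 1 and 6 in the shCWF19L1 libraries. IFNG and IL2 had 0 counts in all 4. TNF had 8 and 16 counts in the shCtrl libraries and 0 in both shCWF19L1 libraries. None of these genes was tested. The paper measured them after stimulation of the cells, and no stimulation is stated for these libraries. Over all 1223 tested genes of immune-related annotation, 403 were lower and 221 higher (412 and 230 when adjusted over the list alone). Camera gave this list an adjusted p of 0.0517, and adjusted p = 0.161 with an estimated correlation. Of its 1050 genes with a pathway annotation, 46 changed at least 2-fold, an odds ratio of 1.63 (95% confidence interval 1.14 to 2.28, adjusted p = 0.0183 from a one-sided Fisher's exact test). It did not pass with all tested genes as the background, with the mean count as a covariate or with no minimum fold change. This pooled list also follows the deposited annotation, and its changed genes include HEG1 and MMRN2.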

**Figure 3:**
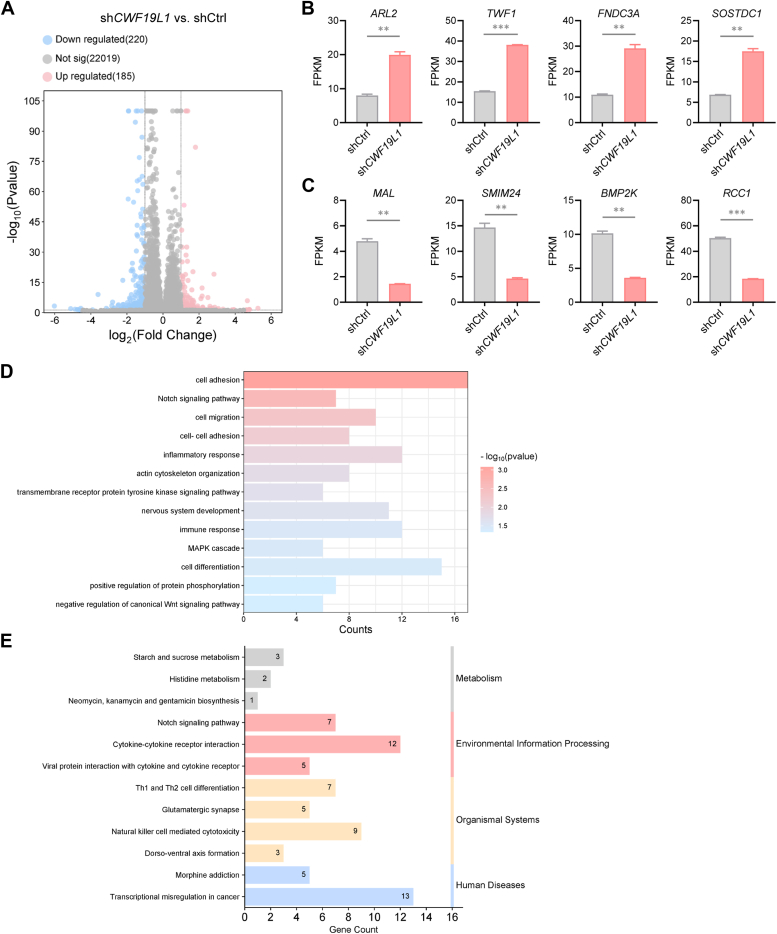
**CWF19L1 deficiency causes gene expression changes.***A*, volcano plot depicting the relative expression levels of genes upregulated and downregulated in CWF19L1-depleted *versus* control Jurkat cells. *Red* and *blue dots* indicate significantly upregulated and downregulated genes, respectively. Each dot represents an individual gene. *B* and *C*, representative genes that are upregulated (*B*) and downregulated (*C*) due to CWF19L1 deficiency. *p* values were calculated using an unpaired Student′s *t* test. Data are presented as mean ± SD (∗∗*p* < 0.01, ∗∗∗*p* < 0.001). *D* and *E*, GO biological process and KEGG pathway analyses of differentially expressed genes in CWF19L1-depleted *versus* control Jurkat cells. GO, Gene Ontology; KEGG, Kyoto Encyclopedia of Genes and Genomes.

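TWF1, which encodes the actin-monomer binding protein twinfilin, rose from 60.7 ± 0.662 CPM (SD, n = 2) in shCtrl cells to 147 ± 0.0183 CPM (SD, n = 2) in shCWF19L1 cells, a log2 fold change of 1.27 (standard error 0.043). FNDC3A, a fibronectin type III domain protein, rose from 85.3 ± 2.30 CPM (SD, n = 2) to 222 ± 10.6 CPM (SD, n = 2), a log2 fold change of 1.38 (standard error 0.038). SOSTDC1, a secreted antagonist of bone morphogenetic proteins, and ARL2, a small GTPase, rose by 1.32 and 1.29 on the log2 scale (standard errors 0.077 and 0.080). RCC1, the guanine nucleotide exchange factor of Ran, fell from 198 ± 2.52 CPM (SD, n = 2) to 71.0 ± 0.493 CPM (SD, n = 2), a log2 fold change of -1.48 (standard error 0.039). BMP2K, a protein kinase, fell from 102 ± 3.15 CPM (SD, n = 2) to 35.4 ± 0.425 CPM (SD, n = 2), a log2 fold change of -1.53 (standard error 0.054). MAL, a membrane protein of T cells, and SMIM24, a small membrane protein, had log2 fold changes of -1.75 and -1.69 (standard errors 0.20 and 0.11). The adjusted p-values from edgeR lay between 4.11e-34 for RCC1 and 3.50e-10 for MAL. All 8 genes passed at least 2-fold, 4 higher and 4 lower, also when adjusted over the list alone. Since the study chose them on these samples, their direction is not independent evidence. SNHG3 lies within the span of RCC1 on the same strand, so reads shared between them leave the value of RCC1 uncertain.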

### CWF19L1 deficiency induces splicing defects of immune-related genes

To investigate the role of CWF19L1 in immune regulation, we assessed its impact on immune-related gene splicing. All types of alternative splicing abnormalities were observed in CWF19L1-deficiency cells (Fig. 4, *A*−*E*). RIs and SEs in representative immune-related genes in CWF19L1-deficient Jurkat cells were validated by RT-PCR (Fig. 4, *F* and *G*). 

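Immune-related genes are here 1 pooled list of genes with an immune-related annotation, which need not match the paper's selection. They were compared with other genes in how many had an event at a deposited rMATS p of 0.05 or less, for each of the 5 event types. For SEs, 298 of 776 immune-related genes had such an event, an odds ratio of 1.12 (95% confidence interval 0.957 to 1.32). For RIs it was 106 of 397 genes (odds ratio 1.06, 0.825 to 1.36), and for A3SSs 134 of 635 genes (odds ratio 1.10, 0.887 to 1.36). For A5SSs it was 98 of 538 genes (odds ratio 1.15, 0.90 to 1.47), and for mutually exclusive exons 57 of 293 genes (odds ratio 1.11, 0.798 to 1.53). None passed, with adjusted p-values of 0.60 to 0.891 from one-sided Fisher's exact tests, and the intervals of the 5 types overlap. For events called from the deposited p over those with at least 10 reads in every library, a setting chosen after seeing the data, the odds ratio was 0.839 for SEs (0.556 to 1.23), 1.33 for RIs (0.76 to 2.22) and 0.838 for A3SSs (0.40 to 1.60). It was 0.468 for A5SSs (0.0924 to 1.48) and 2.68 for mutually exclusive exons (0.254 to 16.5), and none passed in this setting either. The pathways and the pooled list again follow the authors' deposited annotation, some of whose members are doubtful. Of all the pathway lists and types, genes of transcriptional misregulation in cancer with an A3SS passed, with 54 of 190 genes (odds ratio 1.65, 1.17 to 2.30, adjusted p = 0.0393 from Fisher's exact test). They did not pass over the events with at least 10 reads in every library (4 of 158 genes, odds ratio 1.01). In that setting NK cell-mediated cytotoxicity (2 of 23 genes) and adherens junction (2 of 19 genes) passed for mutually exclusive exons, each with an adjusted p of 0.0314 from Fisher's exact test and from only 7 called genes. The background was genes with an annotated pathway and a deposited event of that type (5687 for SEs), and in the setting with at least 10 reads those with a tested event (4869 for SEs). Genes with more reads and more events have more chances to be called. With both as covariates the odds ratio of immune-related genes was 1.18 for SEs (0.992 to 1.41), 1.02 for RIs (0.781 to 1.32) and 1.20 for A5SSs (0.928 to 1.54). It was 1.10 for A3SSs (0.882 to 1.37) and 1.06 for mutually exclusive exons (0.76 to 1.47).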

Although SEs were predominant, Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses of different types of alternative splicing abnormalities showed that A3SSs and RIs were particularly associated with immune-related genes (Fig. 2*C* and Fig. S6, *A*−*F*). Collectively, these findings indicate that CWF19L1 deficiency disrupts immune gene splicing, highlighting its potential role in immune modulation.

**Figure 4:**
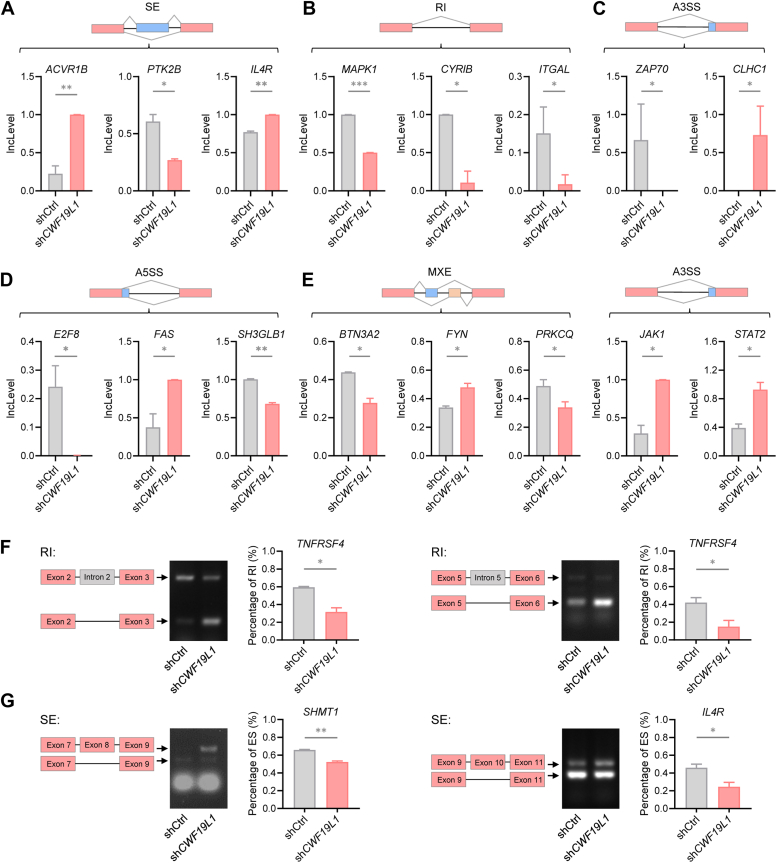
**CWF19L1 deficiency induces splicing abnormalities of immune-related genes**. *A*−*E*, representative of different types of alternative splicing events of immune-related genes in *CWF19L1* knockdown and control Jurkat cells. (*A*, skipped exons; *B*, retained introns; *C*, alternative 3′ splice sites; *D*, alternative 5′ splice sites; *E*, mutually exclusive exons). *p* values were calculated using an unpaired Student′s *t* test. Data are presented as mean ± SD (∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001). *F* and *G*, RT-PCR and fragment analyses of alternative splicing in representative immune-related genes in CWF19L1-depleted and control Jurkat cells. The results for RI (*F*) and SE (*G*) are shown. A representative gel analysis (*left*) and quantification from three independent biological replicates (*right*) are shown. *p* values were calculated using an unpaired Student′s *t* test. Data are presented as mean ± SD (∗*p* < 0.05, ∗∗*p* < 0.01). RI, retained intron; SE, skipped exon.

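FYN, a kinase that acts early in T cell receptor signaling, has mutually exclusive exons on chromosome 6 of hg38 (111699515 to 111699670 and 111700104 to 111700268). Their inclusion level, the share of a single exon of the pair, was 33.4% ± 0.936 (SD, n = 2) in shCtrl cells. In shCWF19L1 cells it was 47.7% ± 2.29 (SD, n = 2), with 376 to 585 reads per library. Which exon of a pair the level refers to was not established here. For BTN3A2, a butyrophilin (chromosome 6, 26370322 to 26370603 and 26372897 to 26373097), the level was 49.8% ± 4.17 (SD, n = 2) and 33.4% ± 1.67 (SD, n = 2), with 175 to 228 reads. For PRKCQ, the protein kinase C isoform of T cell receptor signaling (chromosome 10, 6430810 to 6430938 and 6441893 to 6442081), it was 51.0% ± 4.42 (SD, n = 2) and 35.5% ± 3.86 (SD, n = 2), with 204 to 269 reads. The exon of the kinase PTK2B on chromosome 8 (27323267 to 27323426) was included in 61.8% ± 7.25 (SD, n = 2) and 28.7% ± 1.68 (SD, n = 2), with 25 to 32 reads. The intron of ITGAL on chromosome 16 (30496097 to 30496566) was retained in 15.3% ± 7.27 (SD, n = 2) and 1.77% ± 2.50 (SD, n = 2), with 10 to 61 reads. Of the 16 events, each taken for its smallest deposited p, these 5 could be tested. None passed in the conservative test over all events, with adjusted p-values of 0.457 to 0.927 from edgeR. FYN had an unadjusted p of 0.000186 and, among the events with at least 40 reads of the rarer form over the 4 libraries, a restriction chosen after seeing the data, an adjusted p of 0.00553 from edgeR. The other 11 events, among them those in IL4R, ZAP70, CLHC1, STAT2 and FAS, had fewer than 10 reads in at least 1 library.

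**Figure D1:**
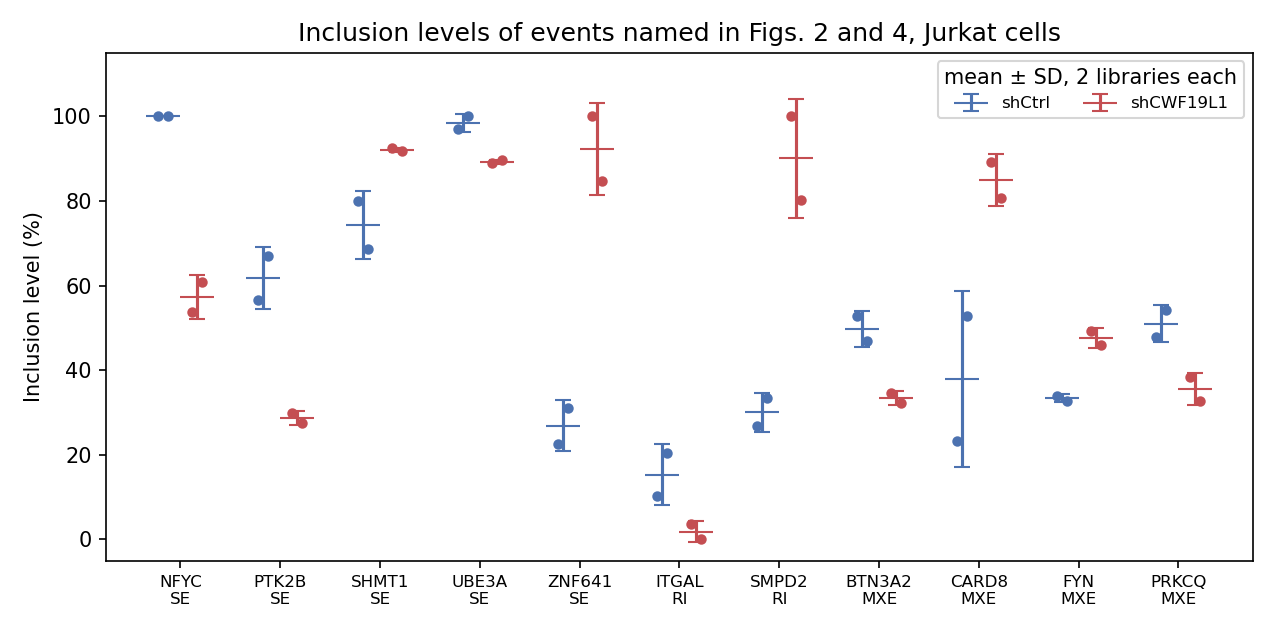
Inclusion level in percent (vertical axis) of the 11 tested events of Figs. 2 and 4 in shCtrl and shCWF19L1 cells, with a point for each of the 2 libraries of a group and the mean with its SD. For FYN the libraries of the groups lie apart, at means of 33.4% and 47.7%. For CARD8 they lie apart too, but the shCtrl libraries have a mean of 38.0% and a wide SD of 20.8.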

### CWF19L1 deficiency affects immune-related gene expression

Given the observed impact of CWF19L1 deficiency on immune-related gene splicing, coupled with GO enrichment and KEGG pathway analyses revealing its potential regulatory role in immune-related gene expression, we conducted quantitative real-time PCR to validate differential expression of immune-related candidates in Jurkat T cells (Fig. 5, *A*−*C*). Consistently, downregulation of genes involved in immune-cell mediated cytotoxicity, cytokine-cytokine receptor interaction, and T cell differentiation were verified in CWF19L1-deficient Jurkat cells. To investigate whether splicing defects contribute to altered immune gene expression, we conducted a comparative analysis of alternative splicing events and differential expressions in CWF19L1-deficient cells. 

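Of the 261 genes that changed at least 2-fold among 11246 tested genes with a deposited event, 39 also had an event with an FDR of 0.05 or less in the authors' deposited table. By chance 44.9 were expected (odds ratio 0.843, 95% confidence interval 0.582 to 1.19, p = 0.362 from a two-sided Fisher's exact test). Among immune-related genes, the pooled annotation list that need not match the paper's, 7 were both spliced differently by that measure and changed in level, against 6.79 expected (odds ratio 1.04, 0.38 to 2.46, p = 0.832 from Fisher's exact test). These were ITGAL, TNFRSF4, CD72, HDAC9, ADGRE2, APOL3 and FLT3LG, and all 7 were lower in shCWF19L1 cells. The last 3 were named after their values were seen. HDAC9, a histone deacetylase, had a log2 fold change of -1.32 (adjusted p = 1.13e-11 from edgeR), APOL3, an apolipoprotein L, -1.39, and ADGRE2, an adhesion G protein-coupled receptor of leukocytes, -1.17. The FDR with calls of any fold change gave 995 genes in both, against 960 expected (odds ratio 1.09, p = 0.0802 from Fisher's exact test). With the unadjusted rMATS p-value and DESeq2's calls, the overlap was 69 genes against 97.6 expected (odds ratio 0.537, 0.393 to 0.729, p = 3.04e-05 from Fisher's exact test). Among immune-related genes, the latter setting gave 10 genes against 16.3 expected (odds ratio 0.43, 0.179 to 0.955, p = 0.0301 from Fisher's exact test). The FDR with calls of any fold change gave 111 immune-related genes against 99.1 expected (odds ratio 1.41, 0.994 to 2.01, p = 0.0527 from Fisher's exact test). In a logistic regression with the numbers of events and the reads of each gene as covariates, the odds ratio for the FDR calls was 1.54 (1.06 to 2.24). The side of 1 on which the overlap lies thus turned with the setting. The overlap with the events called by edgeR is empty because it called 0 events. The settings with the FDR and with the regression were chosen after seeing the data.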

We identified an overlap between aberrantly spliced immune-related genes and those with differential expression, suggesting that impaired splicing at least partially accounts for the decreased expression of immune-related genes (Fig. 5*D*). Additionally, we observed CWF19L1 deficiency was associated with altered expression of several transcription factors (Fig. 5*E*), which may also contribute to the altered expression of immune-related genes. 

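Of the 32 transcription factors of Fig. 5E, 17 were lower and 15 higher in shCWF19L1 cells, also when adjusted over the list alone. Since the study chose them on these samples, this is not independent evidence. E2F4, a cell cycle regulator, fell from 76.3 ± 1.29 CPM (SD, n = 2) to 33.0 ± 2.69 CPM (SD, n = 2), a log2 fold change of -1.21 (standard error 0.061). Its dimerization partner TFDP1 had a log2 fold change of -0.85 (standard error 0.029). HES1, a Notch target, had a log2 fold change of -2.0 (standard error 0.47), and without shCtrl replicate 2 its adjusted p was 0.0566 from edgeR. STING1, PIM1 and RASGRP3, which are in the figure, are known as a signaling adaptor, a kinase and a nucleotide exchange factor. EGR1, an immediate early gene, rose from 1.85 ± 0.323 CPM (SD, n = 2) to 5.59 ± 0.253 CPM (SD, n = 2), a log2 fold change of 1.59 (standard error 0.22). Among zinc finger genes, ZNF554 and ZNF425 rose by 1.03 and 1.15 on the log2 scale (standard errors 0.14 and 0.235). The adjusted p-values from edgeR were 2.00e-29 for TFDP1, 1.19e-22 for E2F4, 3.85e-08 for ZNF554, 4.93e-08 for EGR1, 5.96e-05 for ZNF425 and 0.000455 for HES1. Over all 891 tested genes with a transcription factor annotation, 173 were lower and 226 higher (174 and 229 when adjusted over the list alone). Of these, 27 changed at least 2-fold, 16 lower and 11 higher, an odds ratio of 1.06 (95% confidence interval 0.685 to 1.59, adjusted p = 0.855 from a one-sided Fisher's exact test). Calls of EPAS1, HEY2, MECOM, RELB, SMAD9, ZNF439 and ZNF610 were also lost when a library was left out, up to an adjusted p of 0.277 from edgeR for ZNF610 without shCWF19L1 replicate 1. Zinc finger genes of the same family can share reads, so their values are uncertain.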

Taken together, these findings suggest that CWF19L1 deficiency disrupts immune-related gene expression through both direct regulation of alternative splicing and modulation of upstream transcription factors.

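Of the 19 genes of Fig. 5D, 14 were lower and 5 higher in shCWF19L1 cells, also when adjusted over the list alone. The study chose this list on these samples as well, so this is not independent evidence. LEF1, a transcription factor of T cells, fell from 592 ± 2.32 CPM (SD, n = 2) to 380 ± 8.13 CPM (SD, n = 2), a log2 fold change of -0.64 (standard error 0.025). The integrin chain ITGA4 and the cytokine TGFB1 had log2 fold changes of -0.86 and -0.75 (standard errors 0.037 and 0.062). ARPC1A, a subunit of the Arp2/3 complex, and CBY1, an inhibitor of beta-catenin, rose by 0.68 and 0.87 on the log2 scale (standard errors 0.072 and 0.14). The adjusted p-values from edgeR were 8.38e-27 for LEF1, 2.08e-25 for ITGA4, 9.77e-15 for TGFB1, 3.68e-11 for ARPC1A and 1.42e-06 for CBY1. FAM86DP and RPS10P7 are pseudogenes that can share reads with their parent genes, and ZNF157 did not pass with DESeq2 (adjusted p = 0.0887). Camera gave the list an adjusted p of 7.28e-13, and adjusted p = 0.161 with an estimated correlation. From the genes that were both spliced and expressed differently, and from the transcription factors that changed, the paper proposes that loss of CWF19L1 changes immune-related expression by altering splicing directly and by altering upstream transcription factors.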

**Figure 5:**
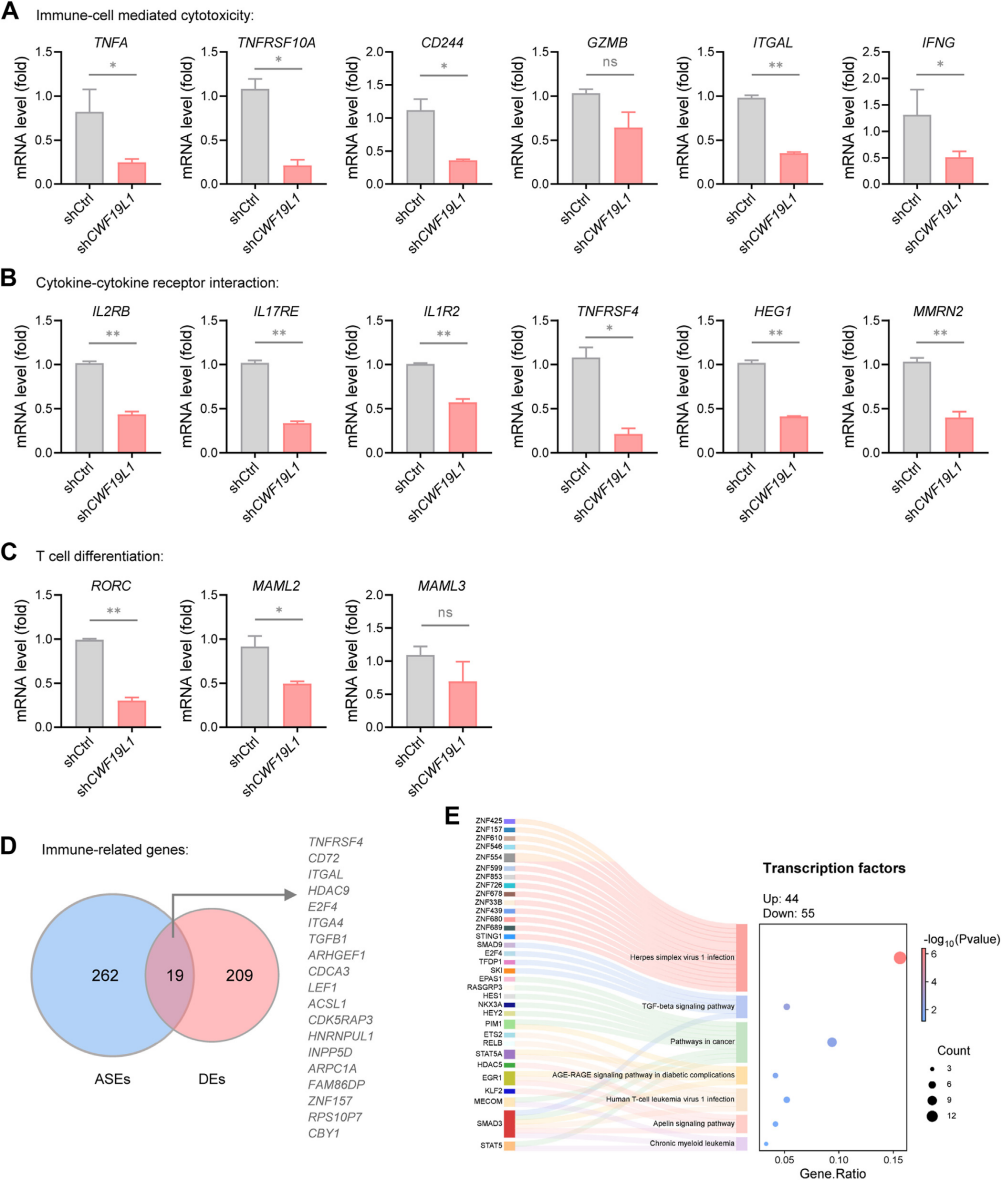
**CWF19L1 deficiency affects immune-related gene expression.***A*−*C*, reverse transcription quantitative polymerase chain reaction (RT−qPCR) analysis of genes associated with immune-cell-mediated cytotoxicity (*A*), cytokine-cytokine receptor interaction (*B*), and T cell differentiation (*C*) in CWF19L1-depleted and control Jurkat cells. *p* values were calculated using an unpaired Student′s *t* test. Data are presented as mean ± SD (∗*p* < 0.05, ∗∗*p* < 0.01). *D*, Venn diagram showing the overlap of genes between alternative splicing events (ASEs) and differentially expressed (DEs) immune-related genes in CWF19L1-deficient *versus* control Jurkat cells. *E*, KEGG enrichment analysis of differentially expressed transcription factors between CWF19L1-deficient and control Jurkat cells. KEGG, Kyoto Encyclopedia of Genes and Genomes.

### CWF19L1 enhances cytokine production in T cells upon stimulation

Given that diminished expression of genes associated with immune functions was observed in CWF19L1-deficient cells, we sought to determine the effects of CWF19L1 on immune responses. Since differentially expressed genes induced by CWF19L1 deficiency were significantly associated with cytokine-cytokine receptor interaction and cytotoxicity, we assessed the role of CWF19L1 in T cell function. Upon activation by anti-CD3α/anti-CD28 antibodies, CWF19L1-deficient Jurkat cells exhibited impaired effector function manifested by the reduced production of effector cytokines including tumor necrosis factor alpha (TNF-α), interferon-γ, and IL-2 (Fig. 6*A*). In contrast, stable overexpression of *CWF19L1* augmented effector function of Jurkat cells (Fig. 6*B*). Consistent with this, knockdown of *CWF19L1* in Jurkat cells suppressed expression of the lytic molecule granzyme B (GZMB), whereas overexpression of *CWF19L1* promotes GZMB production in response to stimulation with phorbol 12-myristate 13-acetate and ionomycin (Fig. 6, *C* and *D*). These results support the notion that CWF19L1 plays a role in T-cell mediated cytotoxicity.

**Figure 6:**
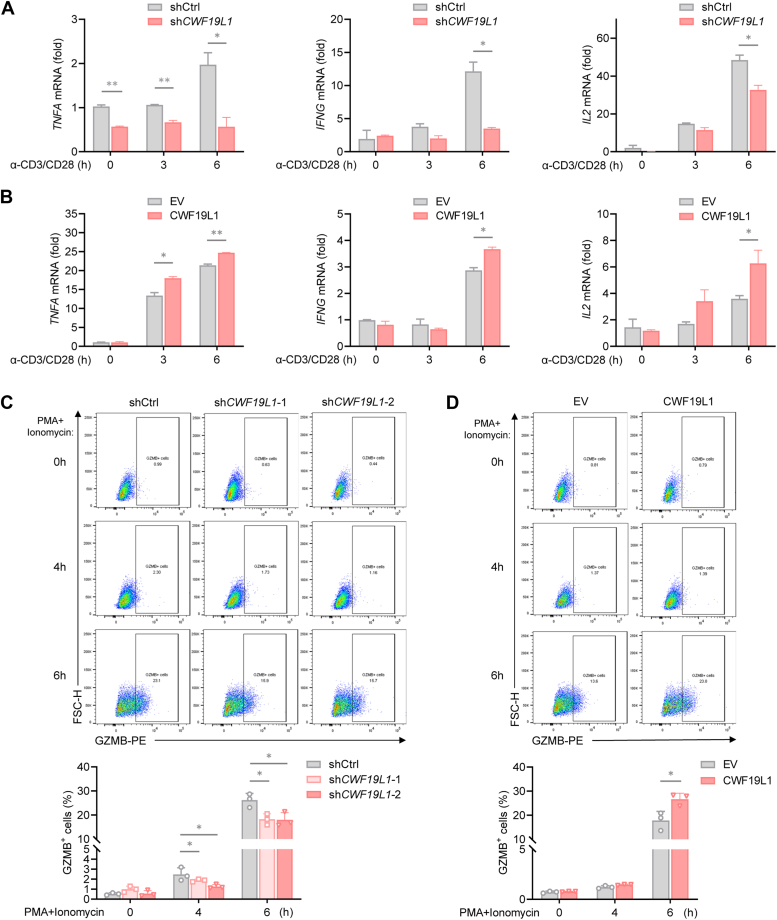
**CWF19L1 augments cytokine production in T cells**. *A*, reverse transcription quantitative polymerase chain reaction (RT−qPCR) analysis of lFN-γ, TNF-α, and GZMB expression in CWF19L1-depleted and control Jurkat cells stimulated with anti-CD3 and anti-CD28 antibodies for the indicated time periods. *p* values were calculated using an unpaired Student′s *t* test. Data are presented as mean ± SD (∗*p* < 0.05, ∗∗*p* < 0.01). *B*, RT−qPCR analysis of lFN-γ, TNF-α, and GZMB expression in CWF19L1-overexpressing and control Jurkat cells stimulated with anti-CD3 and anti-CD28 antibodies for the indicated time periods. *p* values were calculated using an unpaired Student′s *t* test. Data are presented as mean ± SD (∗*p* < 0.05, ∗∗*p* < 0.01). *C*, flow cytometric analysis of GZMB expression in CWF19L1-depleted and control Jurkat cells stimulated with 50 ng/ml PMA and 1 μg/ml ionomycin for the indicated time periods. *p* values were calculated using an unpaired Student′s *t* test. Data are presented as mean ± SD (∗*p* < 0.05). *D*, flow cytometric analysis of GZMB expression in CWF19L1-overexpressing and control Jurkat cells stimulated with 50 ng/ml PMA and 1 μg/ml ionomycin for the indicated time periods. *p* values were calculated using an unpaired Student′s *t* test. Data are presented as mean ± SD (∗*p* < 0.05). GZMB, granzyme B; IFN, interferon; PMA, phorbol 12-myristate 13-acetate; TNF, tumor necrosis factor.

### CWF19L1 promotes T-cell mediated tumor killing

To further elucidate the role of CWF19L1 in the T cell response to antigen, we transduced CWF19L1 into OT-I T cell receptor (TCR) transgenic primary T cells. Subsequently, we evaluated the efficacy of CWF19L1-overexpressing CTLs in targeting murine B16/F10 melanoma cells, MC38 colon carcinoma cells, and Panc02 pancreatic tumor cells pulsed with ovalbumin peptides (OVA_257–264_). Remarkably, CWF19L1-overexpressing OT-I CTLs demonstrated significantly enhanced killing specificity against all three types of tumor cells compared to control OT-I CTLs (Fig. 7, *A*−*D*). These findings suggest that CWF19L1 enhances CTL cytotoxicity, thereby facilitating CD8^+^ T-cell mediated antitumor immunity.

**Figure 7:**
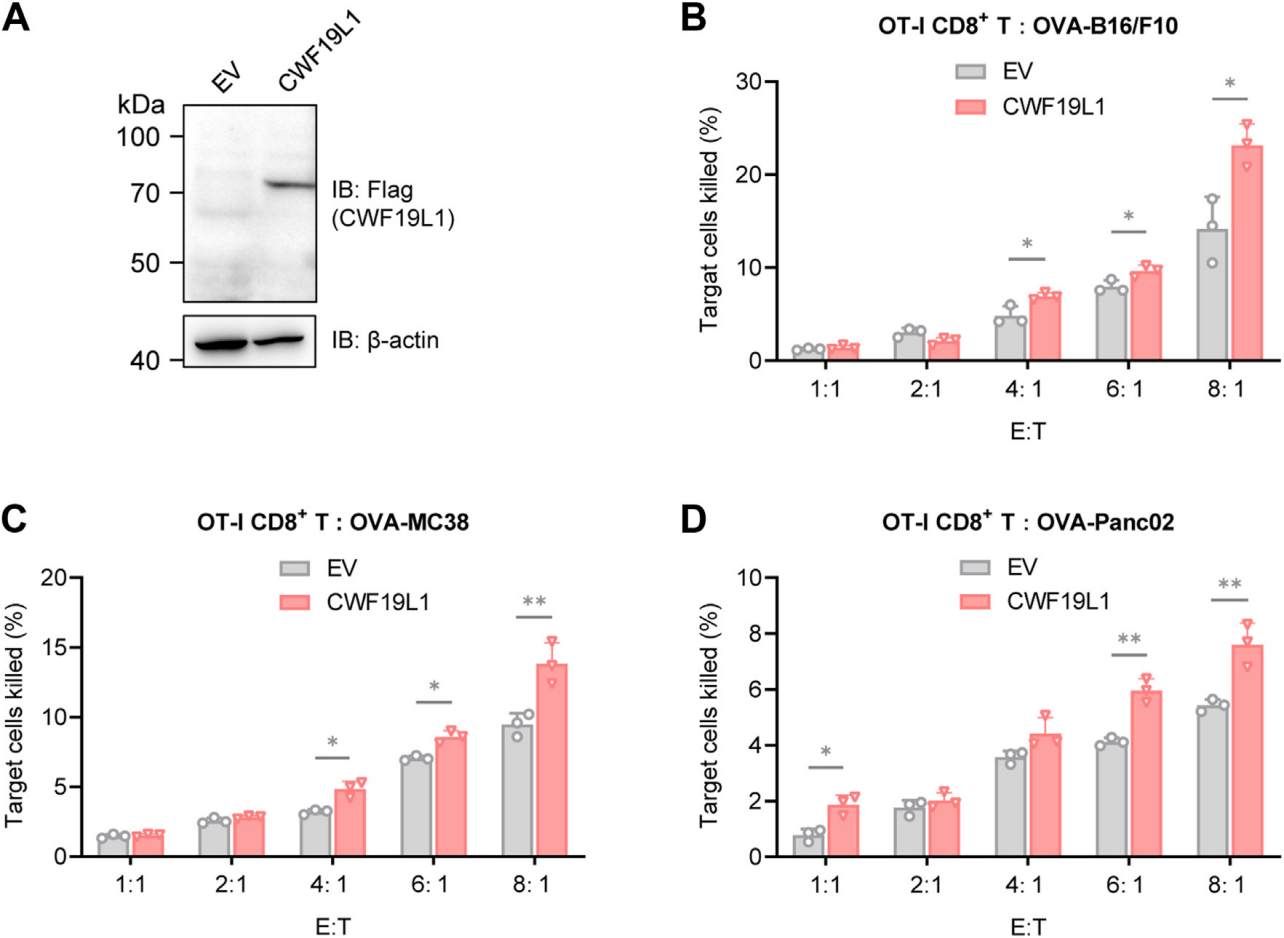
**CWF19L1 facilitates T-cell mediated tumor cell killing**. *A*, Western blot analysis of CWF19L1 expression in OT-I CD8^+^ T cells. Primary CD8^+^ T cells were isolated from the spleens of OT-I TCR transgenic mice using a negative selection protocol. The OT-I CD8^+^ T cells were stimulated with 2 μg/ml precoated anti-CD3 antibody, 1 μg/ml anti-CD28 antibody, and 10 ng/ml IL-2 for 24 h. Then, the OT-I CD8^+^ T cells were infected with retrovirus encoding CWF19L1 or nothing. Two days later, these T cells are harvested for cytotoxicity assay and Western blot analysis. *B*−*D*, percentage of target cells OVA-B16/F10 (*B*), OVA-MC38 (*C*), and OVA-Panc02 (*D*) killed by OT-I CD8^+^ T cells (described in A). Tumor cells were pulsed with OVA (257 − 264) peptides for 1 h and then plated into 96-well plates. The peptide-loaded B16/F10, MC38, and Panc02 cells were incubated with the OT-I CD8 T cells at different effector-to-target (E:T) ratios (1:1, 2:1, 4:1, 6:1, and 8:1). Apoptotic cells were detected by flow cytometry. *p* values were calculated using an unpaired Student′s *t* test. Data are presented as mean ± SD (∗*p* < 0.05, ∗∗*p* < 0.01). IL, interleukin; TCR, T cell receptor.

## Discussion

The dynamic regulation of gene expression within cells requires highly precise and efficient splicing machinery. Central to this process is the spliceosome, a complex composed of five major snRNPs: U1, U2, U4, U5, and U6 snRNPs, along with numerous splicing-associated proteins (28, 29). In the current study, we first identified CWF19L1 as a potential splicing regulator. Mass spectrometry and Co-IP assays revealed that CWF19L1 interacts with key splicing factors and regulators, particularly components of the U5 snRNPs and the PRPF19 complex, indicating its integration into the splicing machinery. Deficiency of CWF19L1 resulted in significant abnormalities in alternative splicing, with SEs being the most frequent errors observed, underscoring its regulatory role in maintaining splicing fidelity. Consequently, these splicing defects led to alterations in global gene expression. Remarkably, CWF19L1 predominantly localizes to the nucleoplasm rather than specific nuclear substructures such as Cajal bodies or nuclear speckles. Cajal bodies are known sites for assembly of snRNPs, including the U4/U6.U5 tri-snRNP, which subsequently move to nuclear speckles where splicing factors are stored before being recruited for active transcription and pre-mRNA splicing (30). Our findings suggest that CWF19L1 may not directly participate in the assembly and storage of snRNPs within these specialized nuclear compartments. Notably, CWF19L1 exhibits the ability to shuttle between the nucleus and the cytoplasm, although its predominant steady-state localization is in the nucleoplasm (27). This dynamic behavior parallels that of U5 snRNPs, with which CWF19L1 interacts. U5 snRNPs also shuttle between the nucleus and cytoplasm, undergoing intricate biogenesis and ultimately exiting the spliceosome as a U5/PRPF19 post-splicing particle, ready for subsequent splicing cycles (31, 32, 33). Future research is needed to determine whether CWF19L1 shares a similar dynamic intracellular localization pattern with U5 snRNPs. Moreover, CWF19L1 was reported to interact with human Debranching enzyme 1 (hDbr1), which is involved in RNA lariat debranching (27). This interaction raises the possibility that CWF19L1 may also participate in post-splicing intron turnover. Further examination is required to explore this potential role. Overall, our study highlights CWF19L1 as a critical player in splicing regulation, influencing alternative splicing outcomes and thereby impacting gene expression patterns. Further investigations are also needed to elucidate the precise mechanisms by which CWF19L1 associates with splicing factors and modulates the splicing machinery.

CWF19L1 is highly conserved across different species and prominently expressed in immune organs. Additionally, CWF19L1 is ubiquitously expressed in T cells, including naïve CD8^+^T cells and effector CD8^+^T cells. Consistent with this expression pattern, the enrichment analyses of particular GO categories and KEGG pathways for CWF19L1-deficiency−induced differentially expressed genes indicated a potential role for CWF19L1 in regulating T cell cytotoxicity. CWF19L1 deficiency altered the splicing patterns of immune-related genes, resulting in reduced expression of genes involved in T cell cytotoxicity and cytokine production. Conversely, overexpression of CWF19L1 enhanced T cell effector functions and promoted secretion of effector cytokines upon activation. Moreover, CWF19L1 overexpression facilitated CTLs-mediated anti-tumor immunity, suggesting its potential as a target for immunotherapy to bolster immune responses against cancer. The mechanism behind the elevated levels of cytotoxic molecules following CWF19L1 modulation likely involves alternative splicing regulation, although detailed mechanistic insights remain to be fully elucidated. 

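Of the 14 tested members of the TNF receptor superfamily, 6 were lower and 1 was higher in shCWF19L1 Jurkat cells, also when adjusted over the list alone. The list did not pass camera (adjusted p = 0.207 with the preset correlation and adjusted p = 0.511 with an estimated correlation). TNFRSF4, the costimulatory receptor OX40, fell from 3.48 ± 0.342 CPM (SD, n = 2) to 0.285 ± 0.157 CPM (SD, n = 2), a log2 fold change of -3.60 (standard error 0.40, adjusted p = 1.02e-10 from edgeR). FAS, a death receptor, fell from 38.8 ± 3.32 CPM (SD, n = 2) to 29.0 ± 2.57 CPM (SD, n = 2), a log2 fold change of -0.42 (standard error 0.075, adjusted p = 6.32e-06 from edgeR). TNFRSF10A, a receptor of the ligand TRAIL, had 11 and 24 counts in the shCtrl libraries and 6 and 4 in the shCWF19L1 libraries, a log2 fold change of -1.79 (standard error 0.56, adjusted p = 0.00746 from edgeR). Without shCtrl replicate 2 it was -1.08 (adjusted p = 0.388 from edgeR), and without shCWF19L1 replicate 2 it was -1.51 (adjusted p = 0.118 from edgeR). TNFRSF21 and TNFRSF8 had log2 fold changes of -0.88 and -0.66 (standard errors 0.065 and 0.075). TNFRSF10B, another receptor of TRAIL, rose from 54.4 ± 2.27 CPM (SD, n = 2) to 79.0 ± 3.93 CPM (SD, n = 2), a log2 fold change of 0.54 (standard error 0.054, adjusted p = 4.76e-12 from edgeR).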

Of particular note, *CWF19L1* downregulation significantly altered the expression of several members of the TNF receptor superfamily (TNFRSF), including Fas cell surface death receptor (*FAS*), *TNFRSF10A*, *TNFRSF4*, and others. The TNF receptor superfamily is pivotal in the physiological regulation of programmed cell death (34, 35, 36). Given prior research suggesting that CWF19L1 is involved in regulating cell death and survival (25, 26), CWF19L1 may also influence cytotoxic effects mediated by apoptosis through its impact on the TNF signaling pathways. Furthermore, CWF19L1 deficiency altered the expression of genes involved in NK cell-mediated killing, T cell differentiation, and inflammatory responses, indicating broader implications for antitumor immune responses beyond T cell cytotoxicity.

In conclusion, our study elucidates CWF19L1 as a crucial regulator within the splicing machinery, influencing alternative splicing fidelity and gene expression dynamics which are critical for immune functions such as T cell cytotoxicity. These findings lay the groundwork for future research aimed at unraveling the mechanistic underpinnings of CWF19L1-mediated immune modulation and exploring its therapeutic potential in immune-related disorders and cancer immunotherapies.

## Experimental procedures

### Antibodies

Primary antibodies used for immunoblotting and immunofluorescence were: anti-CWF19L1 (Cat.#D124694) from Sangon Biotech; anti-CDC5L (Cat.# sc-398280), anti-BCAS2 (Cat.# sc-376554), anti-PUF60 (Cat.# sc-398799), anti-RNPC3 (Cat.# sc-514951), anti-PPIH (Cat.# sc-377217), anti-Coilin (clone F-7, Cat.# sc-55594), anti-p54/nrb (clone G-1, Cat.# sc-376865), anti-Fibrillarin (clone G-8, Cat.# sc-374022), anti-promyelocytic leukemia (clone PG-M3, Cat.# sc-996), and anti-p-SC35/SRSF2 (clone SC-35, Cat.# sc-53518) from Santa Cruz Biotechnology; anti-SNRNP40 (Cat.# HPA026527) from Atlas Antibodies; anti-EFTUD2 (Cat.# A7040), anti-AAR2 (Cat.# A18443), anti-PRPF4 (Cat.# A21132), anti-PRPF31 (Cat.# A20979), anti-PRPF19 (Cat.# A12590), anti-SART1 (Cat.# A8569), anti-SNRPA1 (Cat.# A6410), anti-PQBP1 (Cat.# A4369), anti-PRPF6 (Cat.# A6053), anti-SNRPB (Cat.# A2009), anti-U2AF2 (Cat.# A1936), anti-SF3B1 (Cat.# A9737), and anti-U2AF1 (Cat.# A13166) from ABclonal; anti-β-actin (Cat.# 60008-1-Ig) from Proteintech; anti-FLAG (clone M2, Cat.#F1804) from Sigma−Aldrich. Secondary antibodies used for immunoblotting were Peroxidase-conjugated AffiniPure Goat Anti-Rabbit immunoglobulin G (IgG) (H+L) (Cat.# 111–035–003) and Peroxidase-conjugated AffiniPure Goat Anti-Mouse IgG (H+L) (Cat.# 115–035–003) from The Jackson Laboratory. Secondary antibody used for immunofluorescence was DyLight 594 anti-Mouse IgG (Cat.# 35510) from Invitrogen. Antibody used for Flow cytometry was PE anti-granzyme B (clone QA16A02, Cat.# 372207) from BioLegend. All antibodies used in the study were validated for species and application by the vendors. Validation data are available on the manufacturer's websites (checkable *via* the category information above). We further validated the primary antibodies used in immunoblotting by their molecular weight or using negative samples.

### Cell lines and culture

HeLa, A549, Panc02, Jurkat, MC38, B16/F10, and HEK293T cells were purchased from the American Type Culture Collection. HeLa, A549, Panc02, MC38, and HEK293T cells were maintained in Dulbecco′s modified Eagle′s medium. B16/F10 and Jurkat cells were cultured in RPMI-1640 medium. All media were supplemented with 10% fetal bovine serum, 100 U/ml of penicillin, and 100 μg/ml of streptomycin. Cells were cultured in a humidified incubator at 37 °C with 5% CO2. There were no signs of *mycoplasma* contamination in any of these cell lines. Cell line authentication was performed *via* short tandem repeat profiling.

### Animals

OT-l TCR transgenic mice were generously provided by Dr Bing Du from East China Normal University. The mice were housed under specific-pathogen-free conditions in the animal facility at Fudan University. Environmental controls in the animal room included a temperature range of 18 − 23 °C, humidity levels of 40 − 60%, and a 12-h light/12-h dark cycle. The study was approved and monitored by the Institutional Committee for Animal Welfare of Fudan University, and all animal procedures were conducted in accordance with the institution′s guidelines.

### Plasmids and shRNA constructs

The plasmid expressing Flag-tagged CWF19L1 was generated by inserting the human *CWF19L1* coding sequence into the pcDNA6-N-Flag vector. The pCMV-E1A construct was generated by inserting a fragment of E1A complementary DNA (cDNA) (nucleotides 533–1341) from the Adenovirus genome into the EcoRI/NotI sites of pCMV vector. The retroviral plasmid encoding Flag-tagged CWF19L1 was generated by inserting the mouse *Cwf19l1* coding sequence into the pMSGV-N-Flag vector. Plasmids for knockdown were constructed by inserting annealed shRNAs into the pLV-H1-EF1α-puro lentiviral vector. The shRNA sequences specifically targeting *CWF19L1* were 5′-GGAACTTGCCTACAGCAAGAG-3′ (sh*CWF19L1*#1) and 5′-GGATGCTGATGGATGTGAATT-3′ (sh*CWF19L1*#2). 

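The target of shCWF19L1#1, GGAACTTGCCTACAGCAAGAG, lies on chromosome 10 of GRCh38 from 100232770 to 100232790, on the minus strand, in the strand of the transcripts. In the GENCODE 29 annotation it falls in exon 5 of 5 of the transcript CWF19L1-206, which is annotated as a retained intron transcript. It lies beyond the 3′ end of the protein-coding transcript CWF19L1-201 (100233109 to 100267673, 14 exons) and within the span of the gene. The target of shCWF19L1#2, GGATGCTGATGGATGTGAATT, lies from 100260241 to 100260261 in exon 4 of 14 of CWF19L1-201, in the coding sequence. Each target was found whole in 2 of the 8 annotated CWF19L1 transcripts and in transcripts of 1 gene only. The sources used here do not say which of the 2 hairpins each shCWF19L1 library carried. Of the 58254 gene identifiers in the count table that GENCODE 29 holds, 71.5% have the same start and end there, so the authors' gene models and those used for the targets differ in part.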

The nontargeting control shRNA (shCtrl) sequence was 5′-CAACAAGATGAAGAGCACC-3′. All constructs were veriﬁed by DNA sequencing. Primers are listed in Table S1.

### Lentiviral and retrovirus production and infection

Lentivirus was produced in HEK293T cells by cotransfecting the lentiviral vector with the packaging plasmids (pMDLg/pRRE, VSV-G, and pRSV-REV) using calcium phosphate-mediated transfection. Retrovirus was produced similarly by transfecting HEK293T cells with the retroviral vector and the packaging plasmid (pCL-Eco). Stable cell lines were established through lentivirus or retrovirus infection, followed by puromycin selection.

### Coimmunoprecipitation and mass spectrometry analysis

HEK293T cells transfected with Flag-tagged CWF19L1 or empty vector were harvested in NP-40 lysis buffer (25 mM Tris–HCl, pH 7.4; 150 mM NaCl; 1% NP-40; 1 mM EDTA; 1 mM EGTA; 1 × protease, and phosphatase inhibitor cocktail), and incubated on ice for 30 min followed by sonication for 15 s. Cell lysates were centrifuged at 12,000*g* for 10 min, and 10% of the supernatants were saved for preparing the input samples. The other supernatants were immunoprecipitated with anti-Flag M2 magnetic beads (Sigma−Aldrich) for 3 h at 4 °C on a rotor. After immunoprecipitation, beads were washed extensively, and agarose-bound proteins were eluted using 3 × FLAG peptide (Sigma−Aldrich) and analyzed by immunoblotting. To identify CWF19L1-interacting partners, the eluted proteins were subjected to silver staining and semiquantitative mass spectrometry (liquid chromatography−tandem mass spectrometry) analysis by the Proteomics Core Facility at the Institutes of Biomedical Sciences, Fudan University. Total and top CWF19L1-interacting candidates are listed in Dataset S1.

### Endogenous immunoprecipitation

A549 cells grown in three 10-cm dishes were harvested for protein extraction using NP-40 lysis buffer. The lysates were clarified by centrifugation, and the supernatants were precleared with Protein A/G agarose beads for 2 h at 4 °C. The precleared lysates were split into two equal aliquots and incubated overnight at 4 °C with 3 μg of either anti-CWF19L1 antibody or control IgG (Santa Cruz Biotechnology) under gentle agitation. The following day, Sera-Mag SpeedBeads Protein A/G Magnetic beads (Cytiva) were washed and equilibrated in wash buffer (25 mM Tris–HCl, pH 7.5, 0.65 M NaCl, and 0.05% Tween-20) before being added to the antibody-bound lysates. The mixtures were incubated for 1 h at room temperature (RT) with continuous mixing. Immunocomplexes were eluted using a low-pH elution buffer (0.1 M glycine, pH 2.5), and the eluates were immediately neutralized by adding 1/10 volume of 1 M Tris–HCl, pH 9.0. The samples were then subjected to Western blot analysis.

### Western blot

Proteins in the cell lysates were separated by SDS-PAGE and transferred onto nitrocellulose membranes. The membranes were blocked with 5% nonfat milk in Tris-buffered saline to minimize nonspecific binding. Following blocking, the membranes were incubated with the appropriate primary antibodies and subsequently with horseradish peroxidase-conjugated secondary antibodies for 1 h at RT. Protein detection was performed using an electrochemiluminescence system according to the manufacturer′s protocol.

### RNA-seq and data analysis

Total RNA was isolated from *CWF19L1* knockdown and control cells using TRIzol reagent (Invitrogen) according to the manufacturer′s protocol. Subsequently, 1 μg total RNA was used for the following library preparation. Poly(A) mRNA isolation was performed using Oligo(dT) beads. The mRNA fragmentation was performed using divalent cations and high temperature. Priming was performed using random primers. First-strand cDNA and the second-strand cDNA were synthesized. The purified double-stranded cDNA was then treated to repair both ends and add a dA tailing in one reaction, followed by T-A ligation to add adaptors to both ends. Size selection of adaptor-ligated DNA was then performed using DNA Clean Beads. Each sample was then amplified by PCR using P5 and P7 primers, and the PCR products were validated. Then libraries with different indices were multiplexed and loaded on an Illumina HiSeq, Illumina Novaseq, or MGI2000 instrument for sequencing using a 2 × 150 paired-end configuration according to the manufacturer′s instructions.

Pass filter data in fastq format were processed by Cutadapt (v1.9.1, phred cutoff: 20, error rate: 0.1, adapter overlap: 1 bp, min. length: 75, proportion of N: 0.1) (https://cutadapt.readthedocs.io/en/stable/) to obtain high-quality clean data. Clean data were aligned to reference genome *via* software Hisat2 (v2.2.1) (https://ccb.jhu.edu/software/hisat2/). Expression analysis used the HTSeq (v0.6.1) (https://htseq.readthedocs.io/en/release_0.6.1/). Differential expression analysis used the DESeq2 Bioconductor (https://bioconductor.org/packages/DESeq2/) package, a model based on the negative binomial distribution. The estimates of dispersion and logarithmic fold changes incorporated data-driven prior distributions, Padj values of genes were set to ≤0.05 to detect differentially expressed ones. GOSeq (v1.34.1) (https://bioconductor.org/packages/release/bioc/html/goseq.html) was used to identify GO terms that annotate a list of enriched genes with a significant Padj value less than or equal to 0.05. KEGG is a collection of databases dealing with genomes, biological pathways, diseases, drugs, and chemical substances (http://en.wikipedia.org/wiki/KEGG). Novel transcripts can be predicted using the results of Cufflinks v2.2.1. Alternative splicing analysis was performed using rMATs v4.1.0. Samtools v0.1.19 (https://sourceforge.net/projects/samtools/files/samtools/0.1.19/) with command mpileup and Bcftools v0.1.19 were used to do SNV calling. To analyze DEU, we used the Bioconductor package DEXSeq (https://bioconductor.org/packages/release/bioc/html/DEXSeq.html). The alternative splicing events and differentially expressed genes are listed in Dataset S2 and S3, respectively.

### Reverse transcription polymerase chain reaction

Total RNA was isolated using TRIzol reagent (Invitrogen). Additionally, 1 μg of total RNA was reverse transcribed to cDNA. RT−PCR was conducted on 1 μl of cDNA using 2 × Taq Plus Master Mix (Vazyme) to confirm splicing and splicing modulation. Forty-eight hours after transfection with pCMV-E1A, total RNA from independent duplicate transfections was extracted, treated with DNase I, and analyzed for E1A splicing by RT−PCR. PCR conditions were as described in the manufacturer′s protocol. The list of primers used for RT−PCR in this study is provided in Table S1.

### Quantitative real-time PCR (RT‒qPCR)

Total RNA was extracted using TRIzol reagent (Invitrogen). Subsequently, 1 μg of total RNA was reverse transcribed into cDNA. RT−qPCR was performed on the cDNA using 2 × SYBR Green PCR Master Mix (Vazyme) and a QuantStudio 1 (Applied Biosystems). Fold changes were calculated by relative quantification. Primers used for RT−qPCR are listed in Table S1.

### Immunofluorescence

Cells grown on coverslips were fixed with 4% paraformaldehyde for 10 min at RT. The coverslips were permeabilized in 0.2% Triton X-100/PBS for 10 min on ice, followed by blocking in 1% bovine serum albumin/PBS for 15 min. Primary antibodies were applied at a 1:100 dilution in 1% bovine serum albumin/PBS and incubated overnight at 4 °C. After washing with PBS, the coverslips were stained with secondary antibodies at a 1:200 dilution for 1 h at RT in the dark. Nuclei were visualized with the DNA-specific dye 4′,6-diamidino-2-phenylindole. Specimens were analyzed using an LSM900 Zeiss confocal microscope system.

### Flow cytometry

For cytokine production analysis, CWF19L1-depleted or overexpressing Jurkat T cells were seeded in a round-bottom 96-well plate and stimulated with 50 ng/ml phorbol 12-myristate 13-acetate and 1 μg/ml ionomycin for various time periods. Then, the cells were fixed and permeabilized, followed by staining with paired-end anti-granzyme B (Invitrogen, MHGB04) for 40 min at 4 °C in the dark. After washing, cells samples were analyzed using a FACSCelesta Flow Cytometer (BD Biosciences) and FlowJo software (version 10.8.1) (https://www.flowjo.com/).

### OT-I T cell killing assay *in vitro*

OT-I CD8^+^ T cells were isolated from the spleen of OT-I TCR transgenic mice using a negative selection kit (BioLegend, 480008) according to the manufacturer′s instructions. A total of 1 × 10∧6 CD8^+^ T cells per well were seeded in a 24-well F-bottom plate, precoated with anti-CD3 antibody (2 μg/ml; BioLegend, 100340). The cells were cultured in RPMI-1640 complete medium supplemented with 1 μg/ml anti-CD28 antibody (BioLegend, 102116) and 10 ng/ml interleukin 2 (Novoprotein, C013). After 24 h of stimulation, the OT-I CD8^+^ T cells were infected with a retrovirus encoding CWF19L1 expression. Tumor cells were pulsed with OVA_257–264_ peptides (Sangon Biotech, T510212) for 1 h and then plated into 96-well plates at a density of 2 × 10∧4 cells per well. OT-I CD8^+^ T cells were collected and incubated with the targets (OVA-B16/F10 cells, OVA-MC38, and OVA-Panc02) at different E:T ratios for 2 h. Cells were stained with FITC anti-mouse CD8a (BioLegend, 100706) for T cells and propidium iodide (BD Biosciences, 51–66211E) for apoptotic tumor cells, followed by flow cytometric analysis.

## Data availability

All data are contained within the article and the Supporting Information. The RNA-seq data presented in this study were deposited into the GEO repository (accession number GSE273485).

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: CWF19L1 promotes T-cell cytotoxicity through the regulation of alternative splicing
**Source:** J Biol Chem. 2024 Nov 13;300(12):107982. doi: 10.1016/j.jbc.2024.107982
**Supplement:** Supplementary Fig. S1-S6

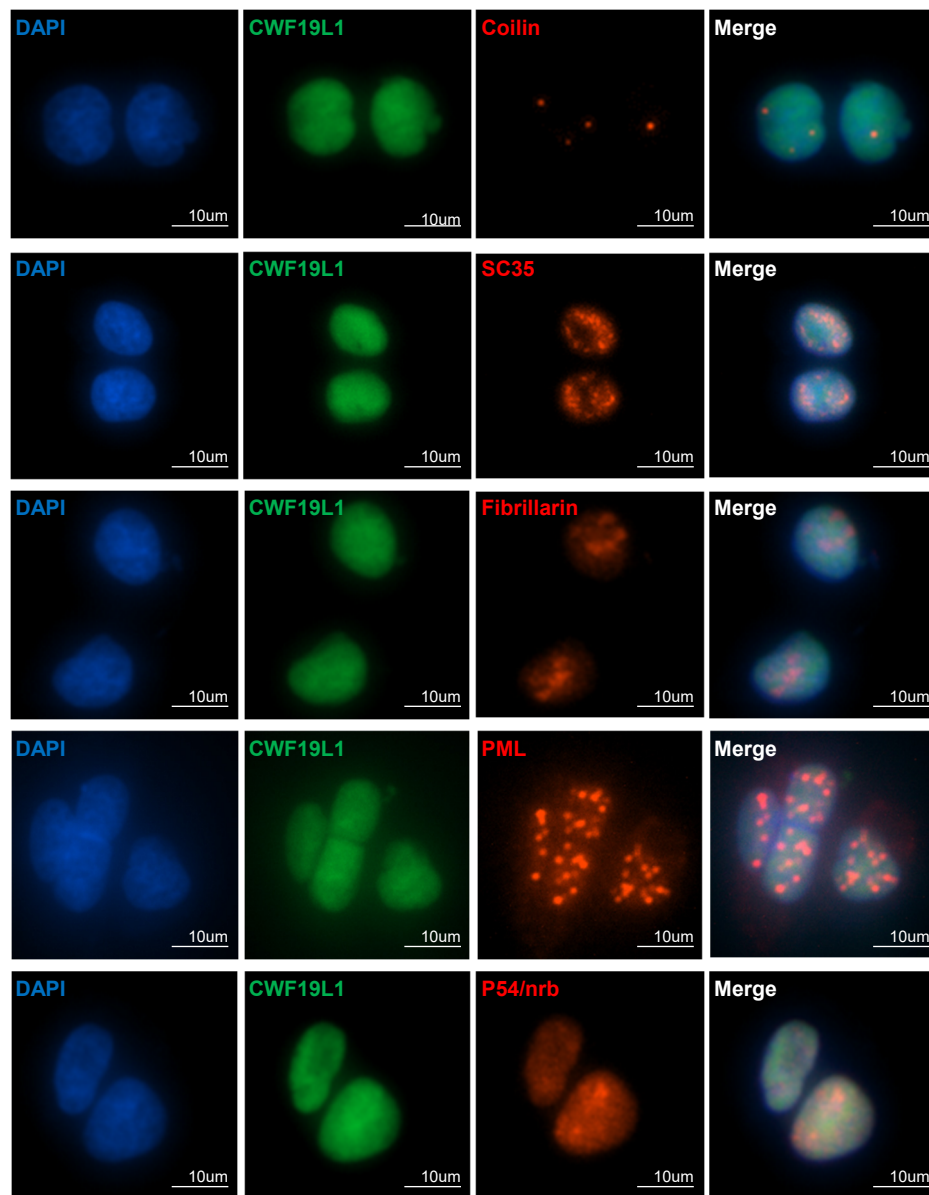

Figure S2. Subcellular localization of CWF19L1.

HeLa cells transfected with a plasmid encoding the EGFP-CWF19L1 fusion protein (green) were immunostained with antibodies against various subnuclear markers: anti-Coilin (Cajal body), anti-SC35 (nuclear speckle), anti-PML (PML-nuclear body), anti-Fibrillarin (nucleoli), and anti-p54/nrb (NONO, paraspeckle). Immunofluorescence signals were detected using a DyLight 594 anti-Mouse IgG secondary antibody (red). Nuclei were counterstained with DAPI (blue).

A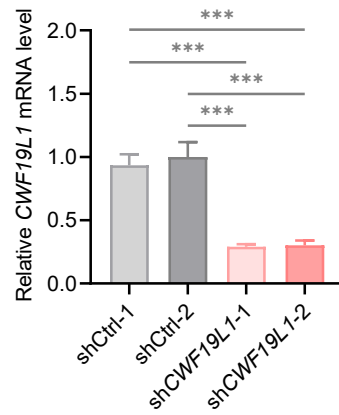**B**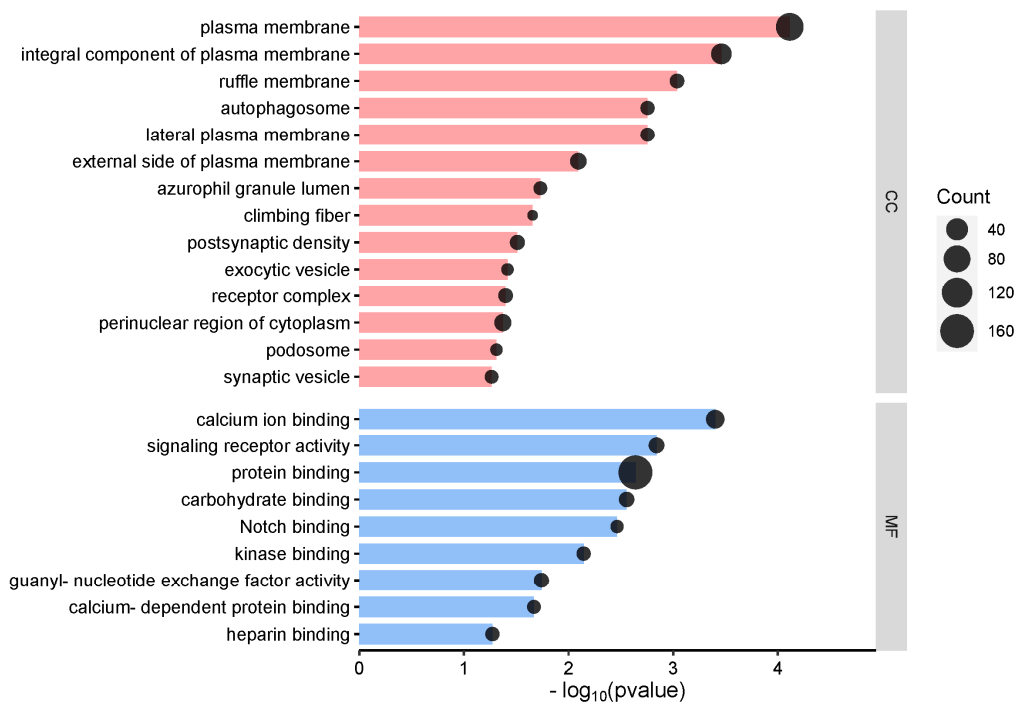

Figure S3. Enrichment analysis of differentially expressed genes in CWF19L1-deficient and control cells revealed by RNA-seq.

(A) RT-qPCR analysis of expression levels of CWF19L1 in HEK293T cells infected with lentivirus encoding shRNA against CWF19L1 (shCWF19L1) or nontargeting control shRNA (shCtrl). These cells were then transfected with E1A reporter minigene to assess alternative splicing. P values were calculated using an unpaired Student's *t*-test between two groups. Data are presented as mean $\pm$ SD. ***P < 0.001.

(B) GO cellular components (top) and molecular function (bottom) analysis of differentially expressed genes in CWF19L1-depleted versus control Jurkat cells revealed by RNA-seq.

Percent Identity Matrix								
☐ sp Q8CI33 C19L1_MOUSE	100.00%	95.90%	89.31%	89.39%	89.31%	90.13%	90.88%	91.43%
☐ tr A6JHE9 A6JHE9_RAT	95.90%	100.00%	89.87%	89.94%	90.06%	90.50%	91.62%	91.99%
☐ tr A0A2K6L656 A0A2K6L656_RHIBE	89.31%	89.87%	100.00%	95.88%	96.82%	93.26%	94.19%	95.32%
☐ sp Q69YN2 C19L1_HUMAN	89.39%	89.94%	95.88%	100.00%	98.31%	93.12%	94.24%	95.54%
☐ tr A0A2I3SDJ1 A0A2I3SDJ1_PANTR	89.31%	90.06%	96.82%	98.31%	100.00%	92.70%	94.01%	95.13%
☐ tr A0A2Y9N695 A0A2Y9N695_DELE	90.13%	90.50%	93.26%	93.12%	92.70%	100.00%	94.80%	95.35%
☐ tr E1BG07 E1BG07_BOVIN	90.88%	91.62%	94.19%	94.24%	94.01%	94.80%	100.00%	97.40%
☐ tr A0A4X1U4C8 A0A4X1U4C8_PIG	91.43%	91.99%	95.32%	95.54%	95.13%	95.35%	97.40%	100.00%

Figure S4. CWF19L1 protein is conserved in multiple mammalian species.

Homology alignment of the CWF19L1 amino acid sequence across multiple species. The alignment was performed using UniProt.

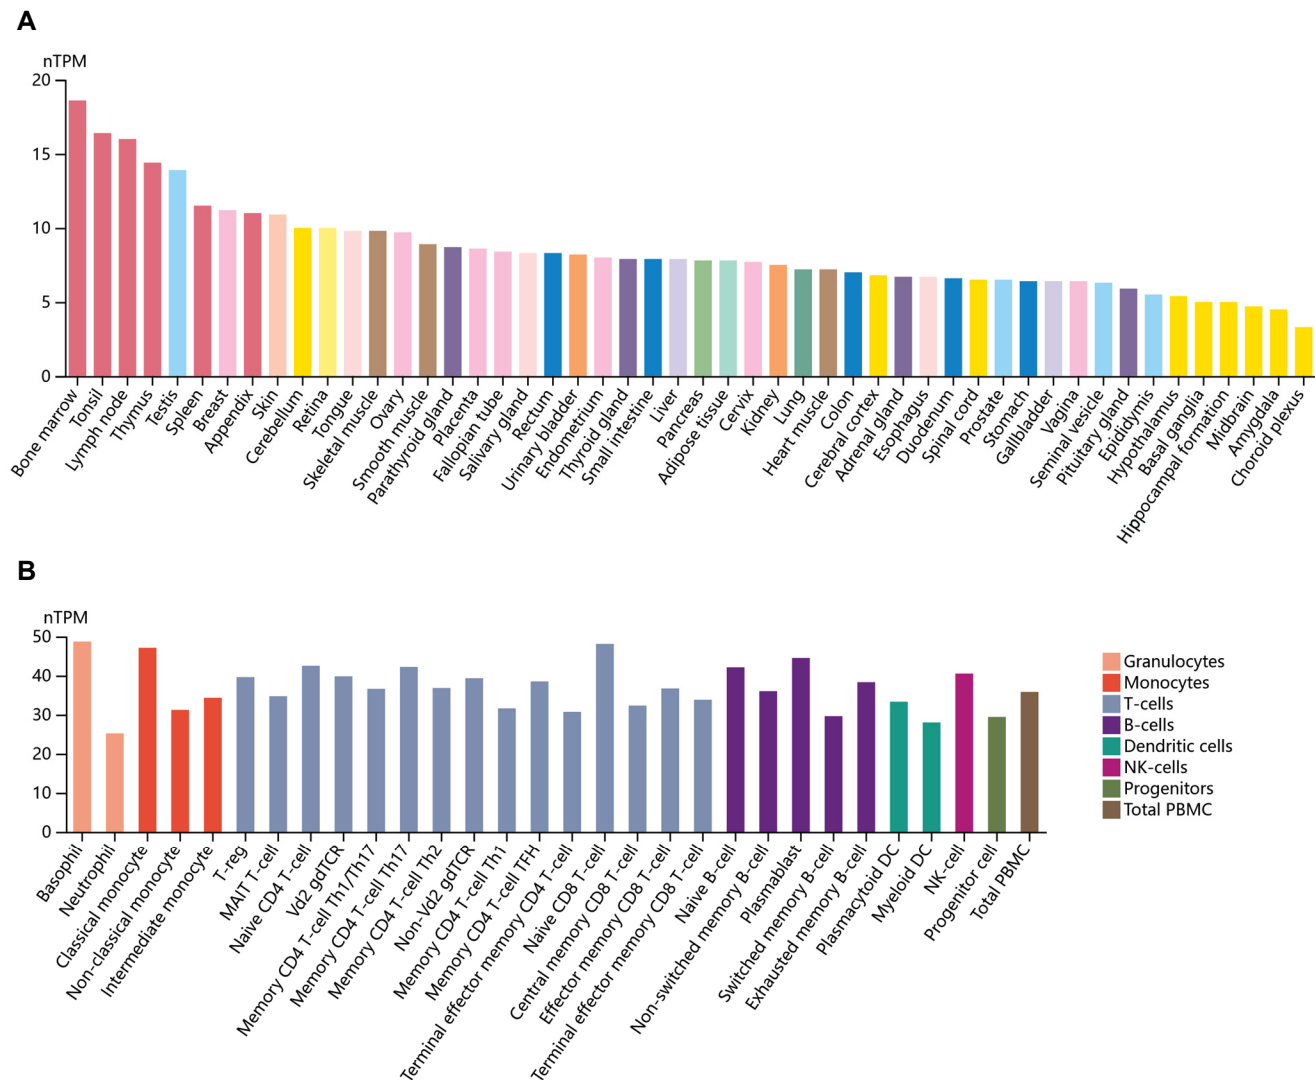

Figure S5. CWF19L1 expression profiles in various tissues and immune cell types.

(A) Consensus normalized expression levels of CWF19L1 in 55 tissue types, created by combining the Human Protein Atlas (HPA) and GTEx transcriptomics datasets using the internal normalization pipeline by HPA. The data are reported as nTPM (normalized protein-coding transcripts per million). Color-coding is based on tissue groups, each consisting of tissues with functional features in common.

(B) The transcript expression levels of CWF19L1 in 29 blood cell types and total peripheral blood mononuclear cells (PBMC) from the Monaco dataset.

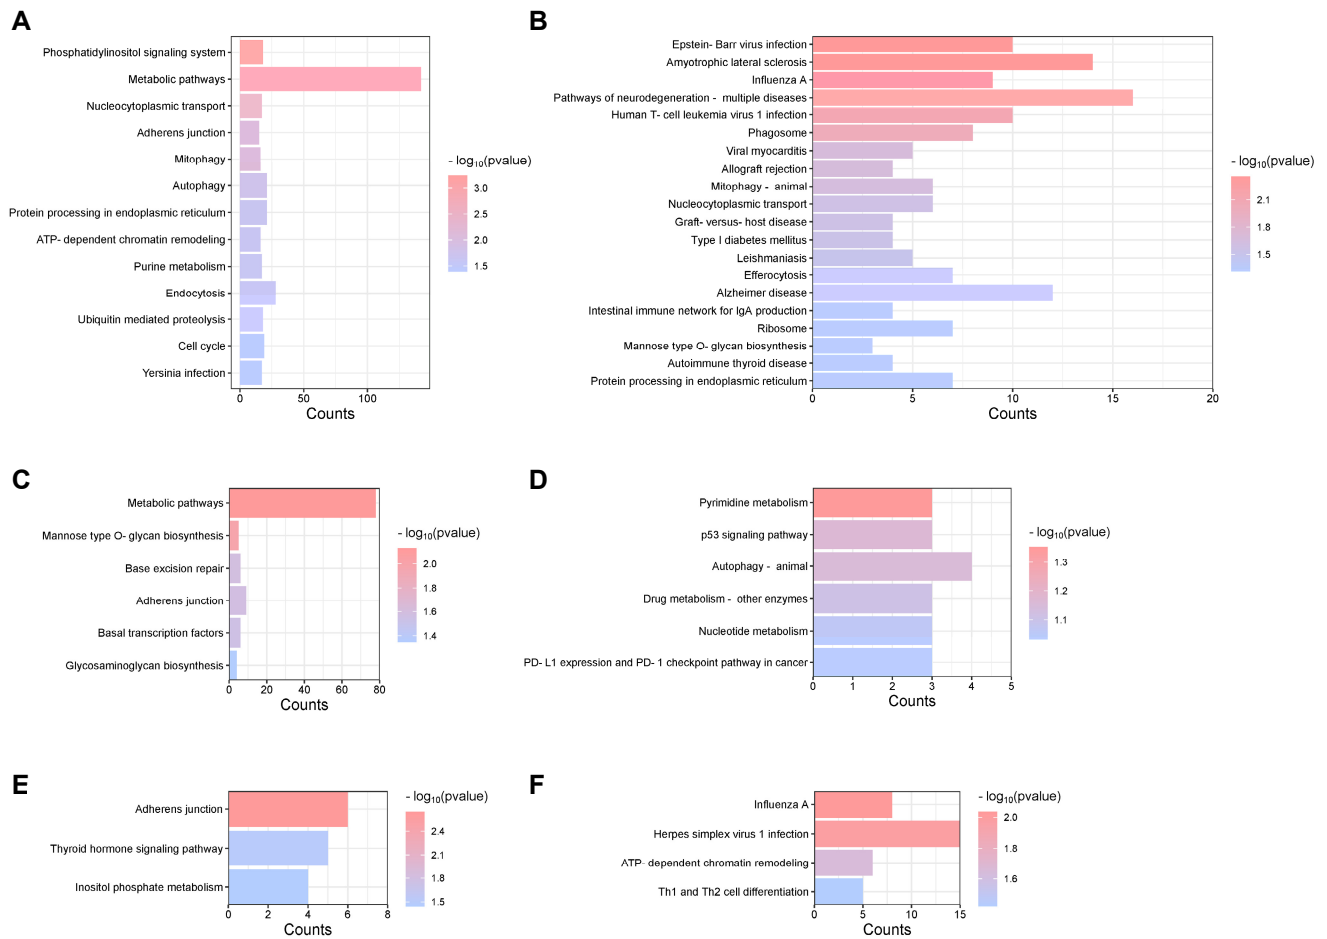

Figure S6. Enrichment analyses of alternative splicing abnormalities and differentially expressed immune-related genes.

(A) KEGG pathway analysis of alternative splicing abnormalities induced by CWF19L1 deficiency. The ordinate represents the pathway name, the abscissa represents the number of genes enriched in each pathway, and the color of the column indicates the p-value.

(B–F) KEGG pathway analyses of different types of alternative splicing abnormalities (B, RI; C, SE; D, MXE; E, A5SS; F, A3SS).

# Supplementary material for: CWF19L1 promotes T-cell cytotoxicity through the regulation of alternative splicing
**Source:** J Biol Chem. 2024 Nov 13;300(12):107982. doi: 10.1016/j.jbc.2024.107982
**Supplement:** Table S1

Table S1. Oligonucleotides used in the study, not including subcloning primers.

RT-qPCR primers	Sequence (5' – 3')	RT-PCR primers	Sequence (5' – 3')
<i>ACTB-F</i>	ACCTTCTACAATGAGCTGCG	<i>E1A-F</i>	ATTATCTGCCACGGAGGTGT
<i>ACTB-R</i>	CCTGGATAGCAACGTACATGG	<i>E1A-R</i>	GGATAGCAGGCGCCATTTTA
<i>IL-2-F</i>	AAAGAAAACACAGCTACAACCTGG	<i>ACTB-RT-F</i>	ACCTTCTACAATGAGCTGCG
<i>IL-2-R</i>	GAAGATGTTTCAGTTCTGTGGC	<i>ACTB-RT-R</i>	CCTGGATAGCAACGTACATGG
<i>IFNG-F</i>	GCATCGTTTTGGGTTCTCTTG	<i>TNFRSF4-RI-Intron2-F</i>	CAGAACACGGTGTGCCGTC
<i>IFNG-R</i>	AGTTCCATTATCCGCTACATCTG	<i>TNFRSF4-RI-Intron2-R</i>	CTCCAGGCTTGTAGCTGTCCAG
<i>GZMB-F</i>	GTACCATTGAGTTGTGCGTG	<i>TNFRSF4-RI-Intron5-F</i>	CATCACTGTCCAGCCCACTGAAG
<i>GZMB-R</i>	CATGCCATTGTTTCGTCCATAG	<i>TNFRSF4-RI-Intron5-R</i>	GGTACAGGGCCAGCAGGATG
<i>TNFA-F</i>	ACTTTGGAGTGATCGGCC	<i>IL4R-SE-Exon10-F</i>	GAATGGTGGGATCAGATTCCTCAACC
<i>TNFA-R</i>	GCTTGAGGGTTTGCTACAAC	<i>IL4R-SE-Exon10-R</i>	CTCTGGCCAGAGGACTGTCTTG
<i>TNFRSF4-F</i>	AAGCCTGGAGTTGACTGTG	<i>SHMT1-SE-Exon8-F</i>	TCTCATGGCGGACATGGCTC
<i>TNFRSF4-R</i>	GTCCTCACAGATTGCGTCC	<i>SHMT1-SE-Exon8-R</i>	CTGTGACTATTTGTAGCCCAGCTCC
<i>RORC-F</i>	TGGTGCTGGTTAGGATGTG		
<i>RORC-R</i>	GGAGTGGGAGAAGTCAAAGATG		
<i>MAML3-F</i>	AGCAGAGGGCCAAGAAATC		
<i>MAML3-R</i>	CTCCTTCCAACCTCCTTTTCAC		
<i>HEG1-F</i>	AACATCTCCTTCTCCCCAAAC		
<i>HEG1-R</i>	AGACAAGGGTTCACAGCAC		
<i>IL1R2-F</i>	AGTTTTTCAGACACTACGCACC		
<i>IL1R2-R</i>	CCATCTGCTTTTCCAGTTCTG		
<i>TNFRSF10A-F</i>	CAGTGCAAACCAGGAACCTTC		
<i>TNFRSF10A-R</i>	GTCCATTGCCTGATTCTTTGTG		
<i>IL2RB-F</i>	ACCCCTCGAAGTTCTTTTCC		
<i>IL2RB-R</i>	TCACCTTGTCCTCTCCAG		
<i>CD244-F</i>	TCTAAGCGCACTGTTCTCTTG		
<i>CD244-R</i>	CCTGCTCGTGATTCTCTCTG		
<i>IL17RE-F</i>	AATTCCTTCTGCCCTGTCTG		
<i>IL17RE-R</i>	TCCAGAAGTCCGAGCCATAG		
<i>MAML2-F</i>	GTGGGATAAACGGAGAGCAG		
<i>MAML2-R</i>	TGTTGGCAGGAGATAGGTTAAC		
<i>MMRN2-F</i>	ATTCCATGGCAATCCCTGAG		
<i>MMRN2-R</i>	AGATGTTCTGCTGTTCCTG		
<i>ITGAL-F</i>	GACAACTCAGCCACTACCATC		
<i>ITGAL-R</i>	ACCTGGTACATGTGCTTGAC

How the deposited data were processed for this re-analysis (not part of the article)

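RNA from Jurkat cells with a nontargeting hairpin (shCtrl, 2 libraries) and with a hairpin against CWF19L1 (shCWF19L1, 2 libraries) was sequenced by the authors. The libraries were made from poly(A) RNA and read with 2 reads of 150 bases per fragment. The labels name a NovaSeq instrument and the paper names several kinds. Whether the libraries keep strand, and whether the counting used it, is not given in the sources used here, so overlapping and antisense genes cannot be told apart.

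The authors deposited a table of counts per gene for 61806 genes, made with Cutadapt 1.9.1, Hisat2 2.2.1 on hg38 and HTSeq 0.6.1. The same deposited table holds FPKM values, which are the counts scaled to the exonic length of the gene and to the size of the library. A second deposited table holds the authors' DESeq2 comparison, with log2 fold changes of shCWF19L1 over shCtrl, the linear fold (ratio), a p-value and adjusted p, and the Wald statistic, a score, per gene; the version of DESeq2 is not given in the sources used here. The authors' rMATS 4.1.0 tables give for each splicing event the reads on the inclusion and the skipping form of each library, inclusion levels, a p-value, an FDR and the difference in inclusion as a score from -1 to 1, which is shCtrl minus shCWF19L1. The authors' gene ontology enrichment used GOSeq 1.34.1. No row of the count table lacks a gene.

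Total counts per library were 18466699 and 17447027 (shCtrl) and 17044825 and 17465178 (shCWF19L1). The log2 CPM of the 2 libraries of a group correlated at 0.994 in shCtrl and 0.994 in shCWF19L1 over genes, and the lowest correlation between the groups was 0.985. The counts of the 2 libraries differed by more than sampling noise, with a chi-square per degree of freedom of 1.66 (shCtrl) and 1.62 (shCWF19L1). Each was kept as a replicate, although this does not show that they came from separate cultures. The common dispersion was 0.000387 with 45.9 prior degrees of freedom.

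Genes were tested in R 4.3.3 with edgeR 4.0.16 (TMM, filterByExpr, glmQLFit and glmQLFTest, group only) over 15195 genes, two-sided, with Benjamini-Hochberg adjustment at 0.05 and, for the leading count, an absolute log2 fold change of at least 1. DESeq2 1.42.0, limma 3.58.1 on log2(FPKM + 0.1), library sizes without TMM, other filters, a fit with the replicate number as a block and the omission of each library were alternatives. Gene lists were tested with camera of limma with a preset correlation of 0.01, over 46 lists with at least 5 tested members. Enrichment of called genes used one-sided Fisher's exact tests over 25 annotation lists, with tested genes that carry an annotation of that kind as the background (10516 with a process term, 7301 with a pathway term). Genes whose annotation cell was empty were at first counted as annotated, with 3 lists past the threshold; the background was then corrected to the rule set before the data were examined, which gives 11. Process terms of 2113 genes, 1027 of them tested, and pathway terms of 22 genes were not used here.

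For events, reads on the inclusion and the skipping form of each library entered edgeR as a pair of columns, with a factor per library and an interaction of form and group, over events with at least 10 reads in every library and with adjustment within each type. In 59323 of 141518 events a comma between 2 counts was lost from a cell. Such a cell was split before its last 3 digits and had to give the deposited inclusion levels within 0.001. This check was tightened after the files were seen; 135311 events were read and 6207 (4.39%) were dropped, all of which could be read with a split at another place. Shares have exact binomial 95% intervals, which cover counting error only.

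The tests were tried on simulated data for this comparison before they were read. For genes, 66 of 68, 60 of 60 and 72 of 72 genes with 1.5-, 2- and 4-fold changes were recovered, with 7 false calls among 14931 genes tested; DESeq2 recovered 58, 58 and 72. For SEs the simulation was revised after its recovery had been seen, first because of an error in it and then in the spread it assumed (beta-binomial with 0.005, then a logit SD of 0.15, then the 0.194 found in the deposited events), while the test was kept as set. With the last of these it recovered 4 of 67, 44 of 72 and 58 of 61 events at odds ratios of 2, 4 and 8, with 0 false calls among 51385, and a quasi-Poisson form recovered 22, 61 and 60 with 10 false calls. With the beta-binomial spread the test recovered 0, 4 and 27 of the same events, and with the logit SD of 0.15 it recovered 4, 51 and 58. Changes were placed only in events with at least 50 reads in every library and with neither form rare, so the recovery holds at most for those. After the test had called 0 events, the dispersion was also fixed by hand for SEs, at 0, 0.0005, 0.005, 0.02 and 0.07, which called 5, 4, 0, 0 and 0 SEs, and events were restricted by the reads of the rarer form. These trials were made after seeing the data and none replaced the test as set.

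The genes named in the text follow a rule set before the data were examined: CWF19L1, the genes the paper names for these cells, the 10 largest rises and 10 largest falls with a mean of at least 5 CPM, and up to 4 members of each fixed list with the smallest p. For each gene and event type shown in Figs. 2D and 4A to 4G, the event of that type with the smallest deposited p was taken. Results for some of these genes and events are not reported here. Part of Datasets S2 and S3 and the figures had been seen when the rule was written. The copies of both datasets used here are incomplete, so no set test was run on them. Hairpin targets were located in the transcripts of GENCODE 29 on GRCh38. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 was used for reading and plotting.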

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

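The results below come from gene lists fixed before the data were examined that the paper does not discuss and that passed camera with the preset correlation; none passed with an estimated correlation. The tests of a single library and of the capture of RNAs without poly(A) tails were chosen before their result was seen, and those of the scaling, the respiratory chain and the cycling cells only after it.

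All 15 mRNAs and rRNAs encoded in the mitochondrial genome were higher in shCWF19L1 cells, with a median log2 fold change of 0.57 (MT-RNR1 0.99, MT-CO3 0.57; camera adjusted p = 2.29e-53, and adjusted p = 0.162 with an estimated correlation). A single library is argued against, since the lowest median with a library left out was 0.50. With library size only the median was 0.61. Leaving out TMM moves log2 fold changes by a median of only 0.032, so this shows only that TMM did not make the rise. Other errors of scaling were not tested. A rise of the whole respiratory chain is argued against, since 126 nuclear-encoded genes of oxidative phosphorylation had a median of 0.036 (quartiles -0.11 to 0.16). Better capture of RNAs without a long poly(A) tail cannot be told apart from a change in the cells, because only 2 nuclear RNAs of that kind were tested (median -0.61). A higher level of mitochondrial RNA in the cells after loss of CWF19L1 may be behind the rise, which stays a hypothesis.

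Genes of the cell cycle fell together, with a median log2 fold change of -0.30 for 43 S phase genes (38 lower, 1 higher; 39 and 1 when adjusted over the list alone; camera adjusted p = 7.80e-21) and of -0.25 for 53 G2 and M phase genes (41 lower, 4 higher, also over the list alone; camera adjusted p = 5.04e-15), with adjusted p = 0.161 for each with an estimated correlation. RRM2 was at -0.73, TYMS at -0.60, CCNB2 at -0.75 and MKI67 at -0.54. A single library is argued against, since the highest median of both lists together with a library left out was -0.27. With library size only it was -0.24. Leaving out TMM moves log2 fold changes by a median of only 0.032, so this shows only that TMM did not make the fall. Other errors of scaling were not tested. Fewer cells in the cycle may underlie the fall: 142 other genes of the cell cycle and of DNA replication had a median of -0.13 (64 lower, 24 higher), which is consistent with it, although the fall of the annotated cell cycle genes had been seen when this test was chosen. A lower level of these genes in each cell was not tested and stays open.

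Of 37 SR proteins and hnRNPs, which bind pre-mRNA and guide splice site choice, 30 were lower and 2 higher, also over the list alone, with a median log2 fold change of -0.26 (HNRNPD -0.73, HNRNPH3 -0.74, SRSF1 -0.44; camera adjusted p = 5.80e-20, and adjusted p = 0.161 with an estimated correlation). Of 21 genes of glycolysis 16 were lower and 1 higher, also over the list alone, with a median of -0.21 (LDHA -0.82, PKM -0.53; camera adjusted p = 1.77e-09, and adjusted p = 0.161 with an estimated correlation). Of 79 cytosolic ribosomal protein genes 47 were higher and 4 lower (50 and 4 over the list alone), with a median of 0.089 (RPL13A 0.23, but RPL5 -0.78; camera adjusted p = 9.01e-05, and adjusted p = 0.666 with an estimated correlation); their pseudogenes can share reads with them. Of 23 genes of the integrated stress response 13 were higher and 5 lower (14 and 5 over the list alone), with a median of 0.30 (SLC7A11 1.17, VLDLR 1.07, but DDIT4 -1.17; camera adjusted p = 0.00656, and adjusted p = 0.201 with an estimated correlation). Of 22 p53 targets 11 were higher and 4 lower, also over the list alone, with a median of 0.18 (TP53INP1 0.81 and RRM2B 0.63, but SESN1 -0.58 and CDKN1A, with 13 counts in each shCWF19L1 library, -1.08, both named after their values were seen; camera adjusted p = 0.0231, and adjusted p = 0.281 with an estimated correlation). Of 15 factors of nonsense-mediated decay 8 were lower and 2 higher, also over the list alone, with a median of -0.17 (UPF3B -0.52; camera adjusted p = 0.0293, 0.0514 with library size only, and adjusted p = 0.253 with an estimated correlation).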

How the results depend on the processing

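Alternatives with the rarer form, the other split of cells, the FDR with a minimum difference and the quasi-Poisson form, and for enrichment by type and overlap those with the FDR or with the p-values over the same events, were added after the files were seen. CWF19L1 kept its fall with DESeq2, with library size only, with the replicate block and over the 4 omissions of a library (-1.96 to -1.86), the alternatives run for it. The 582 genes at least 2-fold became 310 with DESeq2 and 220 with at least 1 CPM in all 4 libraries, and 450 to 480 with a library left out, of which only 345 to 369 are among the 582, and 413 with limma on FPKM, of which 214 are. The 6557 genes became 4085 with limma on FPKM and 5398 to 5619 with a library left out. Of 160 named genes, 141 kept direction and side of the threshold in all alternatives, 14 lost the call in some, SHMT1 gained it and 4 uncalled genes changed sign, namely CDH2 (-0.22 to 0.16 over the omissions), COL1A1 (-0.38 to 0.089), CST3 (-0.080 to 0.23) and TBX21 (-0.20 to 0.41). The omissions that turned them were shCtrl replicate 1 for CDH2 (0.16) and TBX21 (-0.20) and shCWF19L1 replicate 1 for COL1A1 (0.089), CST3 (-0.080) and TBX21 (-0.071). A lone library of a group is assumed to vary like the other group.

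Event calls, 0 in the test as set, were 4 with at least 1 read in every library, 1 to 4 with a value of a cell left out, 29 with quasi-Poisson, 2 with cells split at another place, 2 and 62 with at least 10 and 40 reads of the rarer form, 1196 with the deposited p over the same events, and, over all deposited events, 2866 with the FDR, 13436 with the p and 2271 with the FDR and a difference of at least 0.1. Of 46 gene lists, 24 passed camera and 0 with an estimated correlation, a setting with little power at 2 libraries per group. Those that passed include the lists of Fig. 5D, of Fig. 5E and of the RT-qPCR genes. The study chose these on the same samples, so their passing is not independent evidence, and they entered the adjustment of the other lists. Of 25 enrichment lists, 11 passed, 1 with no minimum fold change, 3 with all genes tested as background and 5 in the logistic regression. With no minimum fold change the odds ratio changed side for cytokine-cytokine receptor interaction (0.889), KEGG Notch signaling (0.737), KEGG cell cycle (2.12), GO cell differentiation (0.985), GO inflammatory response (0.808) and GO Notch signaling (0.956), as that setting also counts genes with small changes. Lists enriched by event type were 0 as set, since no event was called, 1 with the deposited p and 2 with the deposited p over the same events. The overlap of genes was likewise 0 as set, 69 with the deposited p and DESeq2, 10 with the deposited p over the same events, and 39 and 995 with the FDR with and without a minimum fold change. Apart from these constructions, the cause was not tested.

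With the replicate number as a block, 534 genes passed at least 2-fold and 6293 in all, and CWF19L1 had -1.90; the deviations of same-numbered libraries correlated at -0.048, and nothing says that the numbers pair them. No paired analysis was possible because the cells of the event tables carry no replicate numbers, for events, shares, enrichment by type and overlap. Shares of lower inclusion gave no value as set, with the deposited sign, with at least 20 reads in every library, with a difference of at least 0.1 or with 1 event per gene, as no event was called; they were 0 to 100% with a value of a cell left out. Enrichment by type and overlap were not run on the events that edgeR called in other settings. The median depth was 84 reads per event and library, and what depth limits was not tested.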

Differences from the paper's values

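The paper reports 185 genes with higher expression, and 300 were higher here at an adjusted p of 0.05 and at least 2-fold. Of the alternatives set before the data were examined, DESeq2 (135), the replicate block (270), the omission of a library (208 to 243) and limma on FPKM (197) come within 1.5 times of the paper's value, and the others do not. The paper's methods state an adjusted p of 0.05 and no fold change, and at that threshold alone 6557 genes passed here against the 405 the paper reports; none of the alternatives comes within 1.5 times. In the authors' deposited table, 4556 genes have an adjusted p of 0.05 or less, and 314 of these change at least 2-fold (134 higher, 180 lower).

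The paper reports over 2000 splicing events, and edgeR called 0 here, with 1171 at an unadjusted p of 0.05. Those are 1.14% of the events tested, fewer than chance alone would give. The test is thus conservative, and its 0 calls say little about the paper's counts. The paper's text states no threshold for an event. By type, Fig. 2C, read by eye, gives about 1200 SEs, about 300 RIs, about 260 A5SSs, about 330 A3SSs and about 160 mutually exclusive exons, against 0 of each here. Among the alternatives set before the data were examined, the FDR of the authors' deposited table over all deposited events comes within 1.5 times for the total (2866), SEs (1487), A5SSs (314), A3SSs (431) and mutually exclusive exons (171), the deposited p over the same events does so for RIs (222), and no other alternative does. The deposited FDR with an absolute difference in inclusion of at least 0.1, an alternative chosen after seeing the values, gives 2271 events (1156 SEs, 355 RIs, 276 A5SSs, 334 A3SSs and 150 mutually exclusive exons) and drops 595 of the 2866.

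The paper states that negative regulation predominates among the events (Fig. 2E). The deposited difference is negative for 57.4% of the events with an FDR of 0.05 or less and for 62.5% of the SEs, which by the inclusion levels of the same table is higher inclusion in shCWF19L1 cells; inclusion was lower in shCWF19L1 cells in 41.7% of the events called from the deposited p over the events tested. The paper states that A3SSs and RIs were particularly associated with immune-related genes, from KEGG pathway analyses of each type. The odds ratios here are for 1 pooled list of genes with an immune-related annotation, an unlike measure. They were 1.10 and 1.06, beside 1.12 for SEs, with overlapping intervals. Single pathways went both ways and did not pass. Th1 and Th2 cell differentiation had 1.61 for A3SSs and 1.58 for RIs beside 1.24 for SEs. Epstein-Barr virus infection had 1.53, 0.909 and 1.05, and cytokine-cytokine receptor interaction 0.659, 1.05 and 0.942. Over events with at least 10 reads in every library, a setting chosen after seeing the values, the pooled list had 0.838 for A3SSs, 1.33 for RIs and 0.839 for SEs. RIs but not A3SSs were thus above SEs. The pooled list passed in neither setting, and the difference between types was not tested. Figs. 2D and 4 give no coordinates, so the event of the gene and type with the smallest deposited p was taken for each bar pair, and it need not be the event drawn. For UBE3A it is not: the exon taken went from 98.5% in shCtrl to 89.3% in shCWF19L1 cells, while another went from 20.3% to 75.6%, near the bars by eye, with as few as 5 reads in a library and so not tested. The events taken for the other 11 genes of Fig. 2D had the direction of the figure, though by eye the levels drawn differ for NFYC, UBB and CARD8. For Fig. 4, A to E, 15 of the 16 events taken had the direction of the figure, and the A3SS of CLHC1 did not (100% and 80.7%, from as few as 3 reads), which may likewise be another event. Apart from UBE3A, 4 of the events taken for Fig. 2D and 5 of those for Fig. 4, A to E, had enough reads to be tested. None passed edgeR as set, a conservative test whose lack of calls says little. In the authors' deposited table the FDR was 0.05 or less for all 12 events taken for Fig. 2D and for 15 of the 16 for Fig. 4, A to E, all but the A3SS of CLHC1. FYN passed edgeR among events with at least 40 reads of the rarer form, a restriction chosen after seeing the values.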

Other observations

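Both tests of the skipped exons reported here were chosen after the result was seen.

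The genes that the paper measured by RT-qPCR were lower in these libraries wherever they could be tested, with 12 of 12 at least 2-fold lower in shCWF19L1 cells, also when adjusted over the list alone; the study chose them on these samples. HEG1, a transmembrane receptor of endothelial cells, had a log2 fold change of -1.93 (standard error 0.086, adjusted p = 8.76e-25 from edgeR), and MMRN2 had -1.47, with an adjusted p of 0.00689 from edgeR and 0.0738 from DESeq2. Without shCtrl replicate 1 the adjusted p of MMRN2 was 0.0807, and without shCWF19L1 replicate 1 it was 0.0895. TNFRSF10A did not pass without shCtrl replicate 2 (adjusted p = 0.388 from edgeR). TNF was not tested, with 8 and 16 counts in the shCtrl libraries and 0 and 0 in the shCWF19L1 libraries. The paper measured TNF after stimulation of the cells, and no stimulation is stated for these libraries. For the genes the paper followed by RT-PCR, the event with the smallest deposited p was taken, which need not be the one amplified. The paper quantified its RT-PCR in independent biological replicates and reports differences there. The exon of SHMT1 taken was included in 74.4% ± 7.98 (SD, n = 2) in shCtrl cells. In shCWF19L1 cells it was included in 92.2% ± 0.487 (SD, n = 2), with adjusted p = 0.859 from edgeR as set, a conservative test. The intron of TNFRSF4 and the exon of IL4R that were taken had fewer than 10 reads in a library.

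The U5 snRNP and the PRPF19 complex, core parts of the spliceosome, showed no common direction, with 9 of 21 genes higher and 5 lower, also over the list alone (PRPF6 0.41, PRPF8 0.16; camera adjusted p = 0.15, and adjusted p = 0.351 with an estimated correlation). Of 183 genes of the annotated spliceosome 68 were lower and 31 higher (71 and 31 over the list alone; camera adjusted p = 0.0122, and adjusted p = 0.161 with an estimated correlation). Interferon-stimulated genes (9 of 33 lower, 5 higher, also over the list alone; camera adjusted p = 0.837), genes of cholesterol synthesis (6 of 22 lower, 5 higher, and 8 and 5 over the list alone; adjusted p = 0.75) and snoRNA host genes (8 of 24 lower, 6 higher, also over the list alone; adjusted p = 0.98) did not pass. Of 139 genes annotated to oxidative phosphorylation 42 were higher and 19 lower, also over the list alone (camera adjusted p = 0.00142, and adjusted p = 0.392 with an estimated correlation), but 13 of the 42 are the mitochondrially encoded mRNAs already counted among the mitochondrial RNAs; of the 126 nuclear-encoded genes 29 were higher and 19 lower, with a median of 0.036. Markers of other cell types could not be tested as lists, with 3 tested B cell, 3 NK cell, 1 myeloid, 1 erythroid and 2 epithelial markers; the B cell markers were all lower (CD79A -0.84, IGLL1 -1.44, BLK -0.41; BLK had an adjusted p of 0.0503 without shCWF19L1 replicate 2), the NK cell marker EOMES was higher (0.52), and the other 6 (TBX21, NCAM1, CST3, ITGA2B, CDH2 and COL1A1) did not pass.

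Among SEs with an FDR of 0.05 or less in the authors' deposited table, 62.5% had higher inclusion in shCWF19L1 cells. Calls at low coverage are argued against as the whole cause, since among the 684 SEs called from the deposited p with at least 10 reads in every library the share was 63.0% (exact 95% interval 59.3 to 66.6). A tilt shared by all SEs cannot be told apart from changes of the called exons: among 50641 SEs not called the share was 54.1% (53.6 to 54.5), also above an even split, and a small shift of all exons would give a larger share among the called ones. Exon inclusion may shift upward after loss of CWF19L1, but edgeR as set, a conservative test, called none of these exons. With at least 40 reads of the rarer form, a restriction chosen after seeing the data, it called 62 events, and 28.6% of the SEs among them had lower inclusion; whether either set of calls exceeds the spread between separate cultures stays open.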
